# Loss of Tdp-43 disrupts the axonal transcriptome of motoneurons accompanied by impaired axonal translation and mitochondria function

**DOI:** 10.1186/s40478-020-00987-6

**Published:** 2020-07-24

**Authors:** Michael Briese, Lena Saal-Bauernschubert, Patrick Lüningschrör, Mehri Moradi, Benjamin Dombert, Verena Surrey, Silke Appenzeller, Chunchu Deng, Sibylle Jablonka, Michael Sendtner

**Keywords:** Amyotrophic lateral sclerosis, Tdp-43, Axonal transcriptome, Nicotinamide

## Abstract

Protein inclusions containing the RNA-binding protein TDP-43 are a pathological hallmark of amyotrophic lateral sclerosis and other neurodegenerative disorders. The loss of TDP-43 function that is associated with these inclusions affects post-transcriptional processing of RNAs in multiple ways including pre-mRNA splicing, nucleocytoplasmic transport, modulation of mRNA stability and translation. In contrast, less is known about the role of TDP-43 in axonal RNA metabolism in motoneurons. Here we show that depletion of Tdp-43 in primary motoneurons affects axon growth. This defect is accompanied by subcellular transcriptome alterations in the axonal and somatodendritic compartment. The axonal localization of transcripts encoding components of the cytoskeleton, the translational machinery and transcripts involved in mitochondrial energy metabolism were particularly affected by loss of Tdp-43. Accordingly, we observed reduced protein synthesis and disturbed mitochondrial functions in axons of Tdp-43-depleted motoneurons. Treatment with nicotinamide rescued the axon growth defect associated with loss of Tdp-43. These results show that Tdp-43 depletion in motoneurons affects several pathways integral to axon health indicating that loss of TDP-43 function could thus make a major contribution to axonal pathomechanisms in ALS.

## Introduction

In neurons, mechanisms for subcellular mRNA transport and translation in dendrites and axons allow the regulation of localized responses to cellular stress conditions. Alterations in these RNA processing mechanisms can lead to neural dysfunction and neurodegeneration [1–3]. Likewise, disturbed subcellular RNA distribution has been found to be a pathophysiological hallmark in amyotrophic lateral sclerosis (ALS) [4–6] and spinal muscular atrophy (SMA) [7].

Subcellular mRNA transport is mediated by messenger ribonucleoprotein particles (mRNPs) which contain RNA-binding proteins as essential components. One of these RNA-binding proteins is the transactive response DNA-binding protein (TARDBP or TDP-43) [4]. Initially, TDP-43 was identified as a strong transcriptional repressor of human immunodeficiency virus gene expression by binding to the TAR DNA in transfected cells [8]. Since then, multiple roles in RNA processing have been identified for TDP-43 such as regulation of pre-mRNA splicing, translation, miRNA processing, mRNA stability and subcellular transport [9–11]. Under physiological conditions, TDP-43 is predominantly found in the nucleus although the protein is able to shuttle between the nucleus and the cytoplasm [12], suggestive of a role in mRNA stabilization and mRNP trafficking from the nucleus to the cytoplasm, in addition to its nuclear function in transcriptional regulation.

ALS pathology is generally characterized by degeneration of upper and lower motoneurons, resulting in a dramatic loss of motor function [13]. Disruption of axonal RNA transport might contribute to the specific pathophysiology in motoneurons [14]. For example, the motility of axonal TDP-43 transport granules is impaired when mutant TDP-43 harboring ALS-associated mutations is expressed in neurons [4]. In line with this finding, the anterograde axonal transport of TDP-43-associated mRNA granules is affected in induced pluripotent stem (iPS) cell-derived motoneurons from ALS patients [4]. Axonal transport defects have also been reported in Drosophila models of ALS [15], suggesting a conserved cellular function of TDP-43 in subcellular localization of RNA. RNA immunoprecipitation sequencing (RIP-seq) and crosslinking and immunoprecipitation (CLIP) studies revealed specific binding sites of TDP-43 along single transcripts and identified transcript level changes of several mRNAs after TDP-43 depletion [16–18]. Preferential binding of TDP-43 to the 3´UTRs of specific mRNAs was found for cytoplasmically localized TDP-43, which might be reflective of its role in subcellular mRNA localization [18].

In order to investigate how TDP-43 is involved in modulation of axonal functions, we determined the consequences of Tdp-43 depletion in primary mouse motoneurons both on the morphological level and by analysis of alterations in the somatodendritic and axonal transcriptomes. Tdp-43 knockdown significantly impaired axon elongation. RNA-seq analysis revealed that many transcripts relevant for axonal cytoskeletal integrity, mitochondrial function and translation were dysregulated in the axonal compartment upon Tdp-43 depletion. In agreement with this finding, protein translation and mitochondrial functionality were specifically impaired in axons of Tdp-43-deficient motoneurons. Finally, we found that treatment with nicotinamide, a precursor for the cofactor NAD+ that is required for oxidative phosphorylation, restored axon growth in Tdp-43 knockdown motoneurons to normal levels. Our results therefore suggest that reduction of Tdp-43 function dysregulates RNA transport processes that are vital for axon growth, local protein synthesis and energy production.

## Materials and methods

### Animals

CD-1 mice were housed in the animal facility of the Institute of Clinical Neurobiology at the University Hospital of Wuerzburg. Mice were maintained at a 12 h/12 h day/night cycle under controlled conditions in 55–65% humidity. Food and water were available in abundant supply. Each experiment was conducted following the regulations on animal protection of the German federal law and of the Association for Assessment and Accreditation of Laboratory Animal Care, in agreement with and under control of the local veterinary authority.

### Isolation and culture of primary embryonic mouse motoneurons

Spinal cords were dissected from E12.5 CD-1 mouse embryos as described previously [19]. Dorsal root ganglia and meninges were removed and tissue was digested by 0.1% trypsin (Worthington). Motoneurons were enriched by incubation with anti-p75 antibody-coated (MLR2, Abcam) cell culture dishes. For axon length analysis, 2000 cells were plated per glass coverslip and cultured in the presence of BDNF (5 ng/ml) in neurobasal medium (Invitrogen) containing 500 μM GlutaMAX (Invitrogen), 2% horse serum (Gibco) as well as 2% B27 supplement (Invitrogen) for 7 d at 37 °C with 5% CO_2_. 50% of the culture medium was replaced at 1 d in vitro (DIV1) and then every second day. For nicotinamide treatment, medium was supplemented with nicotinamide (Applichem) at the indicated concentrations. Motoneuron cultures in compartmentalized chambers were performed as previously described [7]. CNTF was used at a concentration of 5 ng/ml on the somatodendritic and axonal side and BDNF at a concentration of 20 ng/ml on the axonal side.

### Knockdown of Tdp-43 via lentiviral shRNA in embryonic mouse motoneurons

Four different siRNA sequences targeting *Tdp-43* were designed using the siRNA Wizard (Invivogen). The oligonucleotides for cloning the corresponding shRNAs into the pSIH-H1 shRNA vector (System Bioscience) are listed in Supplementary Table 1. All vectors generated in this study were sequenced in order to verify their integrity. HEK293T cells were used for virus production as described previously [20]. For lentiviral transduction, motoneurons were incubated for 10 min at room temperature (RT) with knockdown or control virus prior to plating. *Tdp-43* transcript levels were measured by qPCR using *Gapdh* as housekeeping transcript.

### Immunofluorescence staining of free-floating spinal cord sections

Free-floating sections were essentially prepared as described before [21]. Mice were transcardially perfused with 4% paraformaldehyde (PFA). Subsequently, the spinal cord was removed and post-fixed in 4% PFA for 2 h at RT. After embedding in 5% agarose, 40 μm thick, free-floating sections were cut on a Leica VT1000 S microtome and collected in 0.1 M phosphate buffer pH 7.4. After incubation for 2 h at RT with blocking solution [10% donkey serum, 0.3% Triton X-100 and 0.1% Tween-20 in Tris-buffered saline (TBS)], the sections were incubated for 72 h at 4 °C with primary antibodies in 1:10 diluted blocking solution (1% donkey serum, 0.03% Triton X-100 and 0.01% Tween-20 in TBS). After washing three times for 10 min in TBS-Tween (TBS-T) at RT, sections were incubated for 2 h at RT with the appropriately fluorophore-conjugated secondary antibodies, washed again in TBS-T and finally mounted with Fluor Save (Merck-Millipore). The following primary antibodies were used: polyclonal goat anti-ChAT (MAB144P, Millipore; 1:1000) and polyclonal rabbit anti-TDP43 (10782–2-AP, Proteintech; 1:1000).

### Immunofluorescence staining of cultured motoneurons

Motoneurons were washed with phosphate-buffered saline (PBS) and fixed with 4% PFA for 15 min at RT. For permeabilization, 0.3% Triton X-100 was applied for 20 min at RT. Motoneurons were treated with 2% donkey serum, 2% BSA, 2% saponin and 5% sucrose in PBS for at least 1 h to reduce unspecific binding followed by primary antibody incubation overnight at 4 °C. Motoneurons were washed thrice and incubated with secondary antibodies for 1 h at RT. Nuclei were visualized by DAPI and motoneurons were embedded with Aqua Poly/Mount (18606, Polysciences). The following primary and secondary antibodies were used for immunostaining: polyclonal rabbit anti-TDP-43 (10782–2-AP, Proteintech; 1:300), monoclonal mouse anti-α-Tubulin (T5168, Sigma-Aldrich; 1:1000), donkey anti-rabbit (H + L) IgG (Cy3; 711–165-152, Jackson Immunoresearch; 1:500) and goat anti-mouse (H + L) IgG (Cy5; 115–175-146, Jackson Immunoresearch; 1:500).

### Axon length measurements

Motoneurons transduced with lentiviruses were immunostained at DIV7 with rabbit polyclonal anti-Tau (T6402, Sigma-Aldrich; 1:800) and chicken polyclonal anti-GFP (ab13970, Abcam; 1:2000) antibodies. The length of the longest axon branch was measured using ImageJ software; axon collaterals were not considered for the analysis. Motoneurons were only scored when designated axons were at least three times longer than the corresponding dendrites ensuring an unambiguous distinction between axons and dendrites. Statistical analysis was performed using GraphPad Prism software (GraphPad Software).

### RNA-seq analysis

Whole transcriptome amplification and high-throughput sequencing of RNA from compartmentalized motoneurons were performed as previously described [22]. Briefly, total RNA was extracted from the somatodendritic and the axonal compartment of compartmentalized motoneurons and reverse-transcribed. Following second strand synthesis, fragments were PCR amplified and converted into high-throughput sequencing libraries. Sequencing, read mapping and data analysis were performed as described before [22]. Control datasets from motoneurons transduced with empty lentiviral expression vector were described before [1]. Control and Tdp-43 knockdown motoneurons were processed in parallel for RNA-seq. The sequencing data described in this publication are accessible in NCBI’s Gene Expression Omnibus [23] through GEO Series accession number GSE147607. For comparison with TDP-43 iCLIP, we used iCLIP data from control subjects from Tollervey et al. [18]. For GO term analysis we used the Database for Annotation, Visualization and Integrated Discovery (DAVID) [24]. As background datasets, we used the 10,433 and 11,127 transcripts detected in the somatodendritic and axonal compartment, respectively, of wildtype motoneurons [22].

### Puromycin labeling

After 6 DIV, primary motoneurons were labeled with puromycin (10 μg/ml) for 15 min. After 15 min, the cells were washed once with Hanks’ Balanced Salt Solution (HBSS) (Gibco), and fresh medium was added. The puromycin incorporation was chased for 45 min. For depolymerization of microtubules, cells were treated with 10 μM nocodazole for 2 h prior to puromycin labeling. For inhibition of protein synthesis, cultured motoneurons were treated with cycloheximide (10 μg/ml) or anisomycin (100 ng/ml) for 1 h prior to puromycin labeling. Subsequently, the cells were fixed with 2% PFA for 15 min at RT. Puromycin incorporation was visualized with an anti-puromycin antibody (clone 12D10, MABE343, Merck Millipore; 1:1000). Motoneurons were counterstained with an anti-Tau antibody (T6402, Sigma-Aldrich; 1:500).

### Measuring mitochondrial membrane potential in live mouse motoneurons

Mitochondria were labeled with MitoTracker™ Orange CM-H2TMRos (M7511, Thermo Fisher Scientific) and TMRM (Tetramethylrhodamine, Methyl Ester, Perchlorate, T668, Thermo Fisher Scientific) was used to determine the mitochondrial membrane potential (Δψm). Motoneurons were cultured on laminin-111-coated (23017–015, Invitrogen) 35 mm Ibidi μ-dishes (81,156, Ibidi) for 6 d. Cells were washed twice with pre-warmed Tyrode’s buffer [125 mM NaCl, 2 mM KCl, 30 mM glucose, 2 mM CaCl_2_, 2 mM MgCl_2_, and 25 mM HEPES (pH 7.4)] and 20 nM TMRM or MitoTracker™ Orange were loaded into cells by incubation for 15 min at 37 °C and 5% CO_2_. Then, motoneurons were washed twice with pre-warmed Tyrode’s buffer and imaged in 2 ml Tyrode’s buffer supplemented with 5 ng/ml BDNF. Live-cell imaging was conducted on an inverted epifluorescence microscope (TE2000, Nikon) equipped with 60× 1.4-NA objective, Perfect Focus System (Nikon), a Cool LED pE-4000 light source and an Orca Flash 4.0 V2 camera (Hamamatsu Photonics). During live-cell imaging, cells were maintained at 37 °C and 5% CO_2_ on a heated stage chamber (TOKAI HIT CO., LTD). TMRM and MitoTracker™ Orange CM-H2TMRos were excited at 560 nm illumination using 2% light intensity and 12-bit images of 1024 × 1024 pixels were acquired for 5 min at 30 s intervals. Mitochondria labeled with MitoTracker™ Orange were counted in axons of control and Tdp-43 knockdown motoneurons and normalized to axon length. ImageJ was used to measure the mean grey value of TMRM fluorescence intensity per mitochondrion and average background intensity was subtracted. Median intensity values of mitochondria per axon were normalized to the average intensity of the corresponding control group. In control experiments with FCCP, mitochondria labeled with TMRM were imaged first for 1 min with 30 s intervals. Next, 10 μM FCCP (C2920, Merck) was added and axons were imaged for another 8 min. FCCP depolarizes the mitochondrial membrane potential, resulting in a rapid and significant decrease in the fluorescent intensity of TMRM upon 1 min addition.

### qPCR

RNA was reverse-transcribed with random hexamers using the First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Reverse transcription reactions were diluted 1:5 in water. Reactions were set up with Luminaris HiGreen qPCR Master Mix (Thermo Fisher Scientific) on a LightCycler® 96 thermal cycler (Roche). Primers are listed in Supplementary Table 2.

## Results

### Tdp-43 protein localizes to axons and growth cones of primary mouse motoneurons and regulates axon growth

In order to characterize the subcellular distribution and in particular the location and function of Tdp-43 in axons we first investigated the Tdp-43 distribution in spinal cord of adult mice by immunostaining (Fig. 1a). An antibody against acetylcholine transferase (ChAT) was used to identify motoneurons. In all ChAT-positive cells, Tdp-43 was prominently detectable both in the nucleus and the cytoplasm. To confirm this observation, we investigated the distribution of Tdp-43 in primary mouse motoneurons cultured for 6 d (Fig. 1b). An antibody against α-Tubulin was used for staining of axons. Tdp-43 immunoreactivity was detectable in the nucleus and in the cytoplasm, including axons, of motoneurons. Interestingly, Tdp-43 protein was not distributed in a diffuse manner but localized to distinct axonal structures. As a specificity control, these structures remained unlabelled when Tdp-43 expression was suppressed by shRNA expression (Fig. 1c, see below for details). This staining pattern resembled the axonal Tdp-43 distribution reported previously [25]. Positive structures in the axon probably include mitochondria that have been identified to bind TDP-43 [26, 27] but possibly also particles for axonal RNA transport and processing [4, 25]. Interestingly, such Tdp-43-positive spot-like structures appeared highly enriched in axonal growth cones of primary motoneurons (Fig. 1b).

**Fig. 1:**
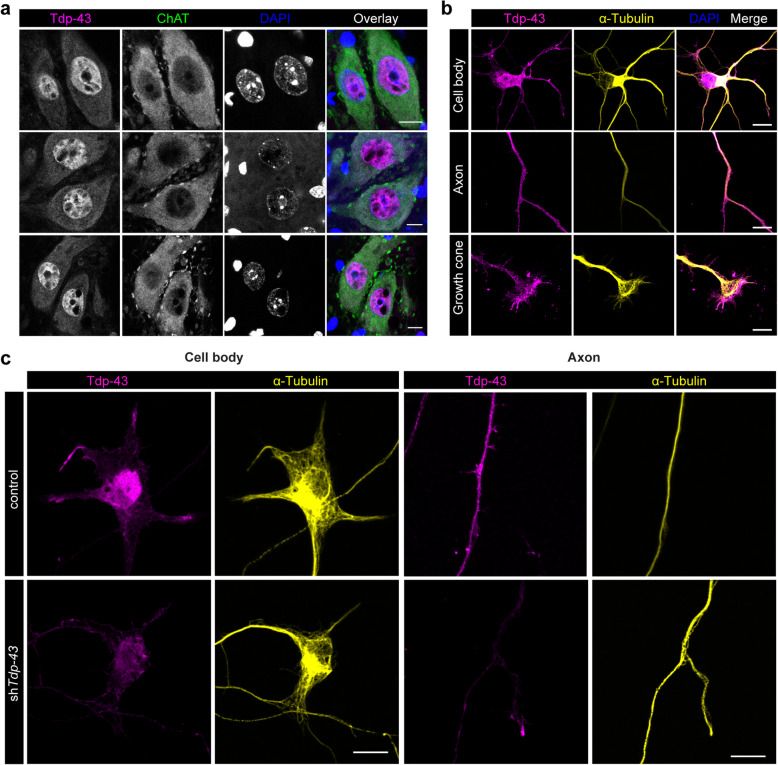
Tdp-43 localizes in the nucleus and cytosol of motoneurons. **a** Spinal cord cross sections of adult CD-1 mice immunostained with an antibody against Tdp-43 and an antibody against choline acetyltransferase (ChAT) as a motoneuron marker. DAPI was used for visualization of nuclei. Scale bar: 10 μm. **b** Primary mouse motoneurons (DIV6) were immunostained with an antibody against Tdp-43 and with an antibody against α-Tubulin. DAPI was used for visualization of nuclei. Scale bar: 10 μm. **c** Immunostaining of motoneurons transduced with empty lentiviral expression vector (control) or vector expressing a shRNA targeting *Tdp-43* (sh*Tdp-43*) with antibodies against Tdp-43 and Tubulin. Scale bar: 10 μm

To elucidate the function of Tdp-43 in motoneurons, we measured axon growth of Tdp-43-depleted embryonic motoneurons that were cultured for 7 d. For this purpose, we designed four different shRNAs (sh*Tdp-43*.1-4) targeting the *Tdp-43* transcript and cloned them into a lentiviral expression vector. The lentiviral constructs also expressed GFP for visualization of virus infection. We transduced primary motoneurons with these different Tdp-43 knockdown viruses or a control virus expressing a *Luciferase* shRNA (sh*Luc*) and cultured them for 7 d (Fig. 2a). At this time point Tdp-43 knockdown lentiviruses expressing sh*Tdp-43*.1, 2 or 3 reduced *Tdp-43* transcript levels by 57–71% relative to controls (Fig. 2b). In contrast, Tdp-43 knockdown virus expressing sh*Tdp-43*.4 was not effective in reducing *Tdp-43* mRNA levels. We then investigated the effect of Tdp-43 knockdown on axon growth. Motoneurons were immunostained for the axonal marker protein Tau and axon length was measured at DIV7 (Fig. 2a, c). Axon lengths of motoneurons transduced with sh*Tdp-43*.1, 2 or 3 were significantly reduced relative to controls. In agreement with the qPCR results for measuring knockdown efficacy, transduction with sh*Tdp-43*.4 had no significant effect on axon outgrowth. As transduction with sh*Tdp-43*.2 showed the highest reduction in axon length, we proceeded with this shRNA (denoted ‘sh*Tdp-43*’ hereafter) for all the subsequent Tdp-43 knockdown experiments and used it also for confirmation of the specificity of the Tdp-43 immunolabeling procedure (Fig. 1c).

**Fig. 2:**
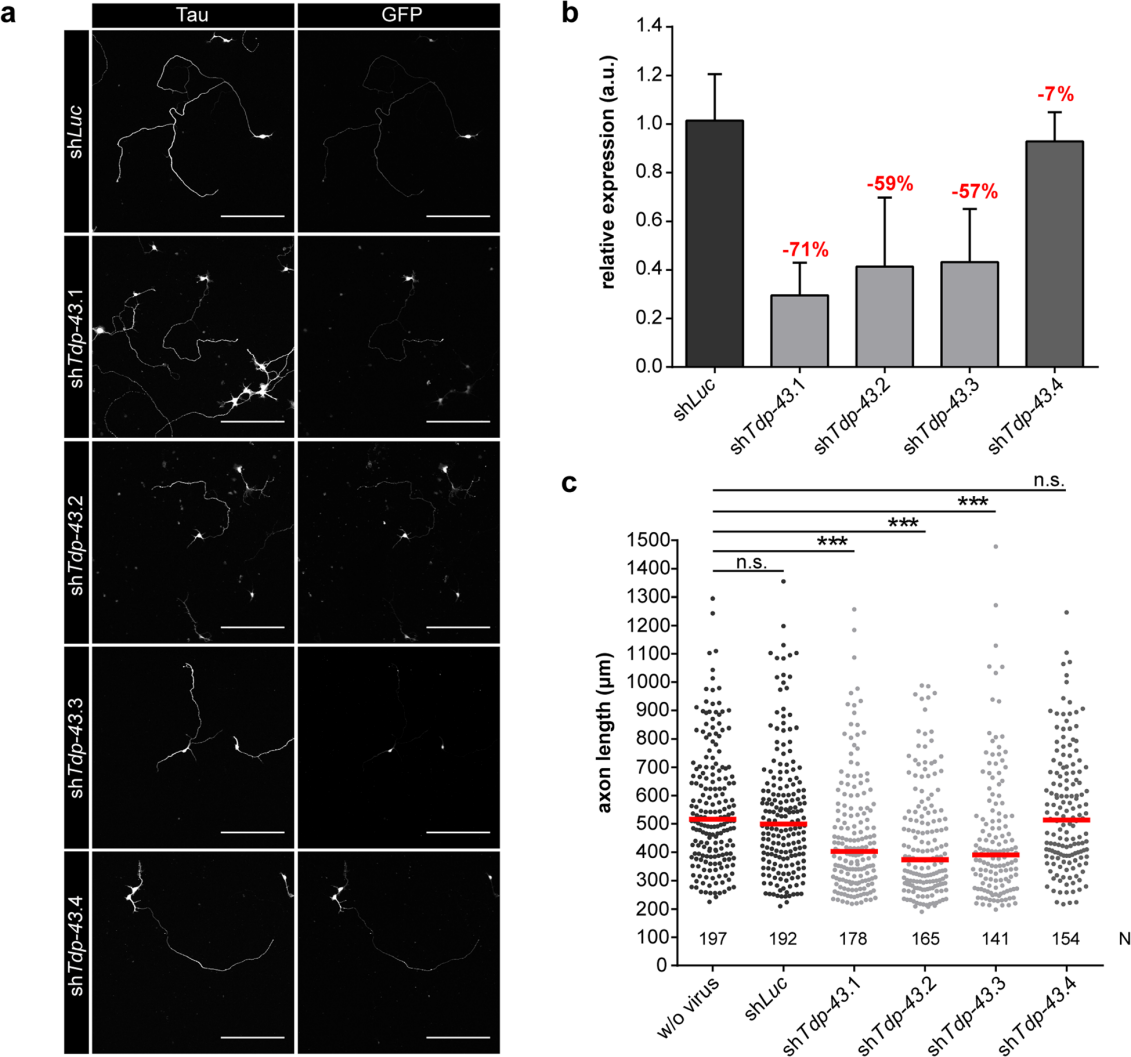
Tdp-43 regulates axon growth of motoneurons. **a** Immunostaining of motoneurons transduced with a control (sh*Luc*) or different Tdp-43 knockdown (sh*Tdp-43*) lentiviruses at DIV7 with antibodies against Tau and GFP. Scale bar: 200 μm. **b** Quantification of *Tdp-43* transcript levels in motoneurons transduced with shRNAs targeting *Tdp-43*. Bar graphs show *Tdp-43* transcript levels relative to control motoneurons transduced with sh*Luc*. Data represent mean ± standard deviation (SD) (*n* = 4). **c** Scatter plot showing axon lengths of non-infected motoneurons (w/o virus), control motoneurons transduced with sh*Luc* and Tdp-43 knockdown motoneurons (sh*Tdp-43*). Horizontal lines represent median. ***p ≤ 0.001; Kruskal-Wallis-Test (N numbers of axons are shown in the graph, *n* = 3 independent experiments)

### Loss of Tdp-43 dysregulates the somatodendritic and axonal transcriptome

To find out whether the disturbed axonal elongation of Tdp-43-deficient motoneurons could be due to subcellular transcriptome alterations we performed RNA-seq on the somatodendritic and axonal compartment of Tdp-43 knockdown motoneurons grown in microfluidic chambers [7]. 

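Motoneurons from spinal cords of mouse embryos were grown for 7 days in chambers in which axons extend into a compartment of their own, in 4 control cultures transduced with empty vector and 6 Tdp-43 knockdown cultures. Each culture was taken to give 1 axonal and 1 somatodendritic library, paired by replicate number, 20 libraries in all. The control libraries had also been described in an earlier study, and the paper states that both groups were processed in parallel. No batch is given for the libraries, so that a batch difference between control and knockdown libraries cannot be excluded. The deposited values are FPKM (fragments per kilobase of exon, scaled to the mapped fragments) that the authors computed for 39174 genes, 1 library at a time, with the program Cufflinks. The libraries were amplified by PCR before sequencing, so that the number of fragments exceeds the number of original RNA molecules by an unknown factor. FPKM values carry no read totals. The depth was therefore taken from the 95% interval given with each FPKM value, read as the counting error of an implied number of fragments. Relative to the deepest library, the depth over 680 genes was 0.612 to 1.00 (median 0.752) in somatodendritic control libraries and 0.143 to 0.698 (median 0.54) in somatodendritic knockdown libraries. It was 0.530 to 0.674 (median 0.575) in axonal control libraries and 0.103 to 0.760 (median 0.510) in axonal knockdown libraries. The shallowest library, axonal knockdown replicate 5, had 7632 genes above 0 FPKM, against 15453 in the deepest, somatodendritic control replicate 3. The median detected gene had 0.56 to 3.83 implied fragments per library. A median under 1 is less than a whole fragment, so that the interval can hold more than counting error. The implied number is therefore a rough guide only. Low values and values listed at 0 carry a large uncertainty.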

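Within each compartment the libraries were scaled by the median of ratios over the genes with at least 1 FPKM in every library, 7619 genes in somatodendritic and 5112 in axonal libraries. The values were then set to log2(FPKM + 1), and the 13762 somatodendritic and 13958 axonal genes with a mean of at least 1 FPKM were tested with limma, with Benjamini-Hochberg adjustment over all genes tested. A log2 change is therefore on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The scaling matters most in axons, where the factors were 0.779 to 0.866 for control libraries and 1.02 to 1.52 for knockdown libraries. After this scaling the median log2 change of all tested genes was -0.13 in the somatodendritic and -0.17 in the axonal compartment. With the FPKM values as deposited the medians were 0.04 and 0.23. Simulated data took these depths, 200 changed genes per compartment and a fixed spread between libraries that was not estimated from the data. On them the adjusted test recovered 19.0% of 79 genes changed 4-fold in the somatodendritic and 5.56% of 90 in the axonal compartment. Among genes with at least 20 fragments at full depth it recovered 55.6% of 18 and 30.8% of 13. With another spread or number of changed genes these rates could differ. Many real changes could thus stay below the adjusted threshold at this depth.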

For this purpose, we cultured the motoneurons for 7 d in these specialized culture dishes and then separately isolated total RNA from the two compartments. Due to the low amount of RNA that can be extracted from the axonal compartment we used a previously established pre-amplification protocol for RNA-seq in order to obtain sufficient levels of cDNA from each compartment for high-throughput sequencing [22]. Furthermore, this protocol enabled us to analyze whole transcriptome changes without any selection for RNA subtypes, and therefore also included noncoding RNAs and ribosomal RNAs (rRNAs).

We observed an 85% reduction of *Tdp-43* transcript levels by qPCR in Tdp-43 knockdown motoneurons transduced with sh*Tdp-43* relative to control motoneurons transduced with an empty lentiviral expression construct (Fig. 3a). 

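In the somatodendritic compartment, Tardbp, the gene for Tdp-43 (ENSMUSG00000041459, chromosome 4 of GRCm38, 148612382 to 148627019), was at 30.8, 19.0, 29.6 and 29.9 FPKM in control libraries 1 to 4. In knockdown libraries 1 to 5 it was at 0.820, 5.23, 2.50, 6.96 and 8.54 FPKM, and in knockdown library 6 it was listed at 0. The knockdown mean was 14.7% of the control mean, and all 6 knockdown libraries lay below every control library (two-sided exact permutation test, p = 0.00476, the smallest p that 4 libraries against 6 allow). In the axonal compartment, Tardbp was at 32.3, 20.2, 32.3 and 13.4 FPKM in control libraries 1 to 4, and at 33.2, 1.21, 4.97, 13.1, 14.0 and 11.5 FPKM in the libraries labelled knockdown 1 to 6. The axonal knockdown mean was 52.9% ± 45.1 (SD, n = 6) of the control mean, a difference within the spread between libraries (exact permutation test, p = 0.138). In FPKM as deposited, the library labelled axonal knockdown replicate 1 thus had more Tardbp than any axonal control library. The somatodendritic library of the same number had 0.820 FPKM. This ranking in axons holds before scaling only, as the scaling factor of that axonal library was 1.41, against 0.779 to 0.866 in axonal controls. Without the library labelled axonal knockdown replicate 1, the axonal level was 36.5% of control (exact permutation test, p = 0.0159). The alternative that moved the axonal level most was scaling by the median of ratios, which gave 35.1% with all 6 libraries (exact permutation test, p = 0.00952).

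**Figure D1:**
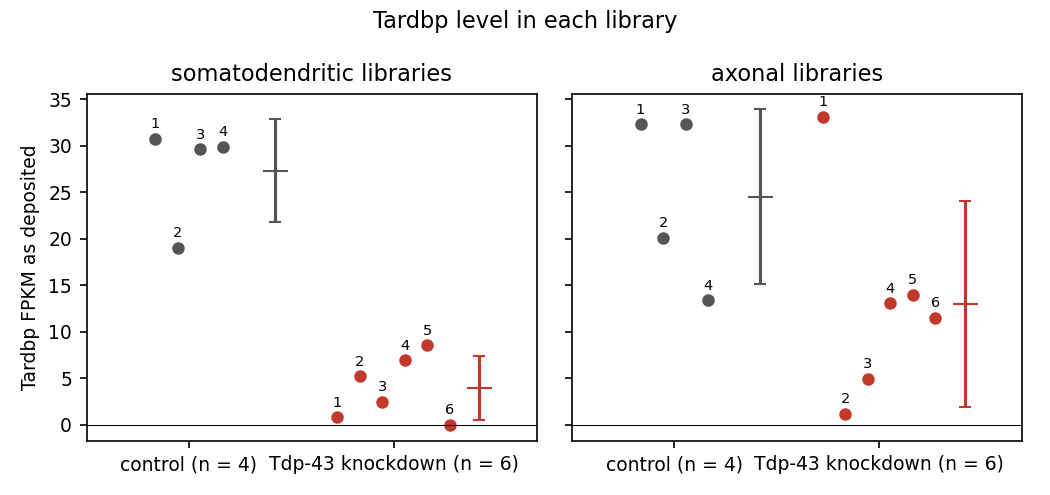
Tardbp FPKM as deposited (vertical axis) in each somatodendritic (left) and axonal (right) library, with 1 numbered point per library (grey, control; red, Tdp-43 knockdown) and bars for the mean and SD. The point at 33.2 FPKM in the right panel is the library labelled axonal knockdown replicate 1.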

Following RNA-seq a similar depletion of *Tdp-43* transcripts could be measured as FPKM (Fig. 3a). To identify transcripts dysregulated in the somatodendritic and axonal compartment of Tdp-43 knockdown motoneurons relative to control motoneurons we performed differential expression analysis (Fig. 3b). This revealed 658 transcripts that were significantly (*p* < 0.05) dysregulated in the somatodendritic compartment (Fig. 3c). 

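At an unadjusted limma p under 0.05, 1901 of the 13762 genes tested in the somatodendritic compartment differed between 6 knockdown and 4 control libraries. After Benjamini-Hochberg adjustment over all genes tested, 134 had an adjusted p under 0.05 in limma. The alternative that moved the unadjusted count most was a filter on the lowest group value found in the paper's own gene lists, 27.1 FPKM in the group with the higher mean, under which 786 genes had an unadjusted p under 0.05 and 273 an adjusted p under 0.05. This filter uses the group means and lists drawn from these same libraries, so that it is not independent of the test. The control and knockdown libraries did not overlap in 756 of the tested genes, or 5.49%, where chance gives 0.952%. Of the paper's somatodendritic transcripts, 626 could be matched to a tested gene. Of these, 483 had an unadjusted p under 0.05 in limma and 57 an adjusted p under 0.05 over all genes tested. Adjusted over the list alone the number was 445, which shows no stability, since the list was drawn from the same libraries.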

Of these, 371 were upregulated (Supplementary Table 3) and 287 downregulated (Supplementary Table 4) upon Tdp-43 suppression. 

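Of the 1901 genes, 632 were higher and 1269 lower in knockdown libraries, so that 33.2% were higher. This split moved with the scaling. It was 1276 higher and 748 lower (63.0% higher) with the FPKM values as deposited, and 1014 higher and 1031 lower (49.6% higher) after quantile normalization. Among the 134 genes past the adjusted threshold, 30 were higher and 104 lower, and the deposited values gave 150 higher and 83 lower. All 351 matched transcripts of Supplementary Table 3 were higher and all 275 of Supplementary Table 4 were lower in knockdown libraries. Among genes past the adjusted threshold whose groups did not overlap, the largest rises were in Tom1l2, Zc3h18, Auts2, Setd8 and 2510039O18Rik, with log2 changes from 1.41 for Tom1l2 to 1.30 for 2510039O18Rik (adjusted p from limma 0.0054 and 0.021). Over the 10 fits that each left out 1 culture, the adjusted call was lost in 9 for Zc3h18, in 5 for Setd8, in 3 for 2510039O18Rik and in 0 for Tom1l2 and Auts2. The largest falls were in the small noncoding genes Gm26447, Gm24871, Gm25099, Gm26135 and Gm24428, which were listed at 0 in all 6 knockdown libraries. Their control FPKM averaged 98.9, 60.8, 58.7, 33.9 and 33.8. Gm26135 and Gm24428 have near-identical values in every library, so that their own values are uncertain.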

The *Tdp-43* transcript was the second most strongly decreased transcript which underscores the validity of our RNA-seq analysis. 

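Tardbp fell by 3.06 on the log2(FPKM + 1) scale (standard error 0.565, adjusted p = 0.0228 in limma, lower in 6 of 6 knockdown libraries). Leaving out each library in turn, the log2 change stayed between -3.29 and -2.68, and the limma adjusted p was above 0.05 in 4 of the 10 fits, those without a control library. Among all 13762 genes tested, 56 fell further. Among the 426 lowered genes that had an unadjusted p under 0.05 and reached the lowest value of the paper's lists in the higher group, Tardbp ranked at place 34. The 3 largest falls there were in Gm26447, mt-Tv and Gm24871, which encode small noncoding RNAs.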

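Among the 13958 genes tested in axonal libraries, 1201 had an unadjusted p under 0.05 and 56 an adjusted p under 0.05 in limma. Without the library labelled axonal knockdown replicate 1, whose Tardbp level was not lowered in FPKM as deposited, the numbers were 1305 and 57. Of the 237 axonal transcripts in Supplementary Tables 5 and 6 that matched a tested gene, 160 had an unadjusted p under 0.05, 9 an adjusted p under 0.05 over all genes, and 115 an adjusted p under 0.05 over the list alone. With the filter on the lowest value in the paper's lists for this compartment, 30.4 FPKM, 335 genes had an unadjusted p under 0.05. The groups did not overlap in 345 tested genes (2.47%, against 0.952% by chance).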

In the axonal compartment of Tdp-43 knockdown motoneurons, 254 transcripts were significantly dysregulated relative to controls (Fig. 3c). Of these, 118 transcripts were upregulated (Supplementary Table 5) and 136 downregulated (Supplementary Table 6). 

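In axonal libraries 299 genes were higher and 902 lower in the knockdown at an unadjusted p under 0.05, or 24.9% higher. This split depended on the scaling, with 999 higher and 373 lower (72.8% higher) for the FPKM values as deposited and 540 higher and 709 lower (43.2% higher) after quantile normalization. It also depended on shallow libraries, with 521 higher and 844 lower (38.2% higher) without knockdown replicate 5, and 589 higher and 594 lower (49.8% higher) among libraries with a relative depth of at least 0.5, a limit chosen after the data were seen. Without the library labelled axonal knockdown replicate 1, 325 were higher and 980 lower. Past the adjusted threshold 2 genes were higher and 54 lower, and with the deposited values 14 were higher and 43 lower. The 2 rises were in RP24-288C12.6 (log2 change 4.89, adjusted p = 0.0031 in limma) and Cd248 (log2 change 3.23, adjusted p = 0.0484), which were listed at 0 in 2 and 3 of the 4 control libraries. The call of Cd248 was lost in 9 of the 10 fits that each left out 1 culture. The largest falls were in mt-Tv, Gm24601, mt-Tg, mt-Tf and Gm15564. Of these, mt-Tg and mt-Tf were listed at 0 in all 6 knockdown libraries, and Gm15564 went from 1010 ± 378 FPKM (SD, n = 4) in control to 26.2 ± 21.2 FPKM (SD, n = 6) in knockdown libraries. Of the matched transcripts of Supplementary Table 5 all 108 were higher, and of those of Supplementary Table 6, 128 of 129 were lower.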

When we compared the dysregulated transcripts in the somatodendritic and axonal compartment, we identified a group of 96 transcripts that were significantly dysregulated in the axonal and somatodendritic compartments upon Tdp-43 loss (*p* < 0.05 in both axonal and somatodendritic compartment) (Supplementary Table 7) (Fig. 3c). 

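Of the 12646 genes tested in both compartments, 1803 had an unadjusted p under 0.05 in somatodendritic and 1095 in axonal libraries, and 323 in both, where 156 would be shared by chance (Fisher's exact test across genes, p = 9.18e-43, which treats genes as independent). The axonal part of this list rests on 6 libraries that include the library labelled axonal knockdown replicate 1. Without replicate 1 of the knockdown the overlap was 326 genes. The filter on the lowest values in the paper's lists moved it most, to 132 genes.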

Of these 96 transcripts, 47 transcripts were downregulated and 43 transcripts were upregulated in either compartment. 

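Of the 323 shared genes, 257 were lower and 56 higher in both compartments and 10 changed in opposite directions. With the FPKM values as deposited, 108 were lower and 273 higher in both, out of 394 shared genes, so that the balance between shared falls and shared rises depended on the scaling.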

The magnitude of change of these transcripts was highly correlated between the two compartments (Pearson’s *r* = 0.87) (Fig. 3d). These transcript alterations that are common to both compartments are likely due to global changes in transcription and/or stabilization, in line with functions of Tdp-43 in transcription and mRNA stability [9, 11].

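Of the transcripts in Supplementary Table 7, 88 matched a gene tested in both compartments. Across these 88 genes, Pearson's r of the log2 changes in the somatodendritic and the axonal compartment was 0.873 and Spearman's rho was 0.822. Here 46 were lower and 37 higher in both, and 5 went in opposite directions. Genes are not independent replicates, so no p is given. Across all 12646 genes tested in both compartments, chosen without regard to change, Pearson's r was 0.342. Leaving out each library in turn moved r over the 88 genes between 0.844 and 0.881, and without the library labelled axonal knockdown replicate 1 it was 0.881.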

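Whether a knockdown effect differed between the compartments was tested with limma on the difference between the axonal and the somatodendritic library of each culture. Of 12646 genes, 3 had an adjusted p under 0.05 and 619 an unadjusted p under 0.05. On simulated data this test recovered 0.322% of 311 genes with a differing change at the adjusted and 32.8% at the unadjusted threshold, so that a low adjusted count says little about how many effects differ. The 3 genes were Lars2 and the near-identical pseudogenes Gm12895 and Gm12896, all lowered further in axons. Of the 772 genes with an unadjusted p under 0.05 in axonal but not in somatodendritic libraries, 262 had an unadjusted and 0 an adjusted p under 0.05 in this test. From the transcripts changed in both compartments and from the known functions of Tdp-43, the paper proposes that the shared changes come from transcription or RNA stability in the whole cell.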

**Fig. 3:**
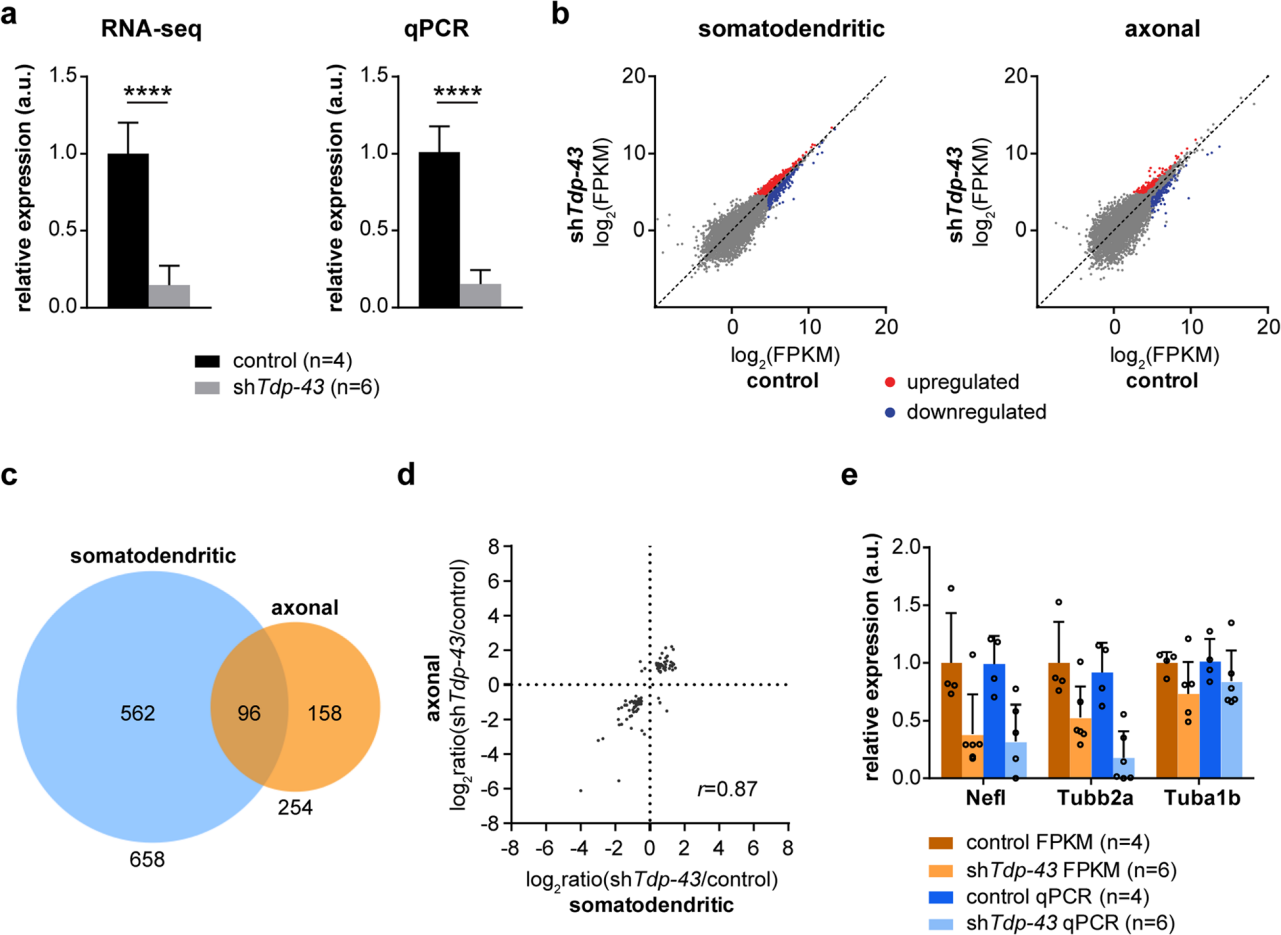
RNA-seq analysis of compartmentalized Tdp-43 knockdown motoneurons. **a** Bar graphs showing *Tdp-43* levels in Tdp-43 knockdown (sh*Tdp-43*) and control motoneurons transduced with empty lentiviral expression vector. Transcript levels were measured as FPKM values by RNA-seq analysis and by qPCR. Data represent mean ± SD. ****p ≤ 0.0001; unpaired t-test. **b** Scatter plots of somatodendritic and axonal transcript FPKM values following differential expression analysis of Tdp-43 knockdown motoneurons compared to controls. Transcripts significantly (*p* < 0.05) dysregulated in Tdp-43 knockdown motoneurons are colour-coded as red for upregulated and as blue for downregulated transcripts. **c** Venn diagram presenting the overlap of transcripts dysregulated in the somatodendritic and axonal compartment of Tdp-43 knockdown motoneurons. **d** Scatter plot depicting the logarithmized fold changes of the 96 transcripts altered in both the somatodendritic and axonal compartment of Tdp-43 knockdown motoneurons relative to controls. **e***Nefl*, *Tubb2a* and *Tuba1b* transcript levels in axons of Tdp-43 knockdown and control motoneurons measured by RNA-seq (as FPKM values) and qPCR. Data represent mean ± SD

We observed that several transcripts encoding for components of the cytoskeleton were downregulated. 

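The 14 tubulin and neurofilament genes with a mean of at least 1 FPKM were chosen by their symbols and combined as the mean log2(FPKM + 1) of the family in each library. In axonal libraries the family fell from 6.41 ± 0.11 (SD, n = 4) to 5.58 ± 0.34 (SD, n = 6), a log2 change of -0.83 (two-sided exact permutation test, p = 0.00952), and all 6 knockdown libraries lay below every control library. In somatodendritic libraries it fell from 7.16 ± 0.04 (SD, n = 4) to 6.58 ± 0.24 (SD, n = 6), a log2 change of -0.58 (exact permutation test, p = 0.00952). The alternative that moved the axonal value most was the use of FPKM as deposited, with a log2 change of -0.35 (exact permutation test, p = 0.243). Relative to the median of all tested genes in the same library, the axonal change was -0.56 (exact permutation test, p = 0.00952), and without the library labelled axonal knockdown replicate 1 the scaled change was -0.84 (p = 0.0159 in the same permutation test). In each compartment 13 of the 14 genes were lower, and 0 axonal and 1 somatodendritic member had an adjusted p under 0.05 in limma, against 7 and 8 lowered members with an unadjusted p under 0.05. The fall did not differ measurably between the compartments, with an axonal minus somatodendritic difference of -0.25 (exact permutation test, p = 0.295).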

Among these were the transcripts encoding Neurofilament light chain polypeptide (Nefl), Tubulin beta-2A (Tubb2a) and Tubulin alpha-1B (Tuba1b). 

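Nefl (ENSMUSG00000022055, chromosome 14 of GRCm38, 68083863 to 68089095) changed by -2.02 on the log2(FPKM + 1) scale in axons (standard error 0.469, adjusted p = 0.0907 in limma). Tubb2a (ENSMUSG00000058672, chromosome 13, 34074301 to 34078008) changed by -1.50 (standard error 0.340, limma adjusted p = 0.0851). Tuba1b (ENSMUSG00000023004, chromosome 15, 98931425 to 98934565) changed by -1.04 (standard error 0.296, limma adjusted p = 0.239). After scaling, each of the 3 genes was lower in 6 of 6 libraries labelled knockdown than in every control library. None of the 3 passed an adjusted p of 0.05 over all genes tested, while their unadjusted limma p was 0.00057 for Nefl, 0.00044 for Tubb2a and 0.0029 for Tuba1b. With the filter on the lowest value in the paper's lists, all 3 passed, with a limma adjusted p of 0.0431 for Nefl, 0.0186 for Tubb2a and 0.0445 for Tuba1b. Those lists come from the same libraries and hold these genes, and the filter uses the group means. Passing it is therefore no separate support. Tubb2a and Tuba1b have close paralogs that could share reads with them. With the library labelled axonal knockdown replicate 1 left out, the log2 changes were -1.84 for Nefl, -1.42 for Tubb2a and -1.16 for Tuba1b.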

We validated the downregulation of these transcripts in axons of Tdp-43 knockdown motoneurons by qPCR (Fig. 3e). 

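Measured as FPKM relative to the control mean, as in Fig. 3e, Nefl was at 38.5% ± 34.0 (SD, n = 6) in axonal knockdown libraries (two-sided exact permutation test, p = 0.0333), Tubb2a at 52.9% ± 26.5 (SD, n = 6; exact permutation test, p = 0.0333) and Tuba1b at 73.2% ± 27.7 (SD, n = 6; exact permutation test, p = 0.105). For each of the 3 genes 5 of the 6 knockdown libraries lay below every control library, and the exception was knockdown replicate 3 for Nefl (42.7 FPKM) and Tubb2a (286 FPKM) and the library labelled knockdown replicate 1 for Tuba1b (295 FPKM). Control replicate 4 was far above the other controls for Nefl (65.8 FPKM) and Tubb2a (433 FPKM). After scaling by the median of ratios the levels were 25.3% for Nefl, 35.7% for Tubb2a and 49.5% for Tuba1b, each with p = 0.00476 in the exact permutation test. With medians in place of means, Nefl was at 35.9% (exact permutation p = 0.21) and Tubb2a at 48.2% (exact permutation p = 0.0905). Left out in turn, 1 of the 10 cultures, control replicate 4, took the Nefl level above p = 0.05 (49.1%, exact permutation p = 0.0833). For Tubb2a 5 of the 10 did so, among them the library labelled axonal knockdown replicate 1 (55.1%, exact permutation p = 0.0794). Without that library Nefl was at 42.4% (exact permutation p = 0.0397) and Tuba1b at 63.6% (exact permutation p = 0.0238). The qPCR measurements are not analysed here.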

*Nefl* mRNA binds to TDP-43 and has been shown previously to be transported anterogradely as part of Tdp-43-containing granules in axons of mouse cortical neurons [4, 28]. Beyond that, *Nefl* mRNA levels are known to be reduced in degenerating motoneurons from ALS patients [29, 30]. Our result substantiates these findings by showing that loss of Tdp-43 in mouse motoneurons impairs axonal levels not only of *Nefl* but also of transcripts encoding other cytoskeletal components.

### Analysis of Tdp-43 binding on transcripts dysregulated by Tdp-43 deficiency

Next, we investigated the relationship between Tdp-43 binding to transcripts and their alterations in Tdp-43 knockdown motoneurons. For this purpose, we overlaid our RNA-seq datasets with the TDP-43 iCLIP data generated from human brain [18]. We found that those transcripts that were upregulated in the axonal compartment of Tdp-43 knockdown motoneurons contain a higher number of iCLIP hits than downregulated or unchanged transcripts (Fig. 4a). Since axonal transport of mRNAs is usually mediated by interactions of RNA-binding proteins with motifs in the 3′UTRs of these mRNAs [31] we next investigated the ratio of iCLIP hits in the 3′UTR compared to the total number of hits. The cumulative frequency distribution of this ratio showed that transcripts downregulated in the axonal or somatodendritic compartment of Tdp-43 knockdown motoneurons contained a higher proportion of iCLIP hits in their 3′UTRs compared to unchanged or upregulated transcripts (Fig. 4b). This effect is even more pronounced for those axonal transcripts that are selectively altered in the axonal but not somatodendritic compartment of Tdp-43 knockdown motoneurons (Fig. 4b). In contrast, transcripts upregulated in the axonal compartment upon loss of Tdp-43 showed fewer iCLIP hits in their 3′UTRs compared to unchanged or downregulated transcripts. This result suggests that Tdp-43 mediates the transport and/or stability of mRNAs in axons of motoneurons by binding to the 3′UTR of these transcripts, and it inhibits the axonal translocation when interacting with other sites.

**Fig. 4:**
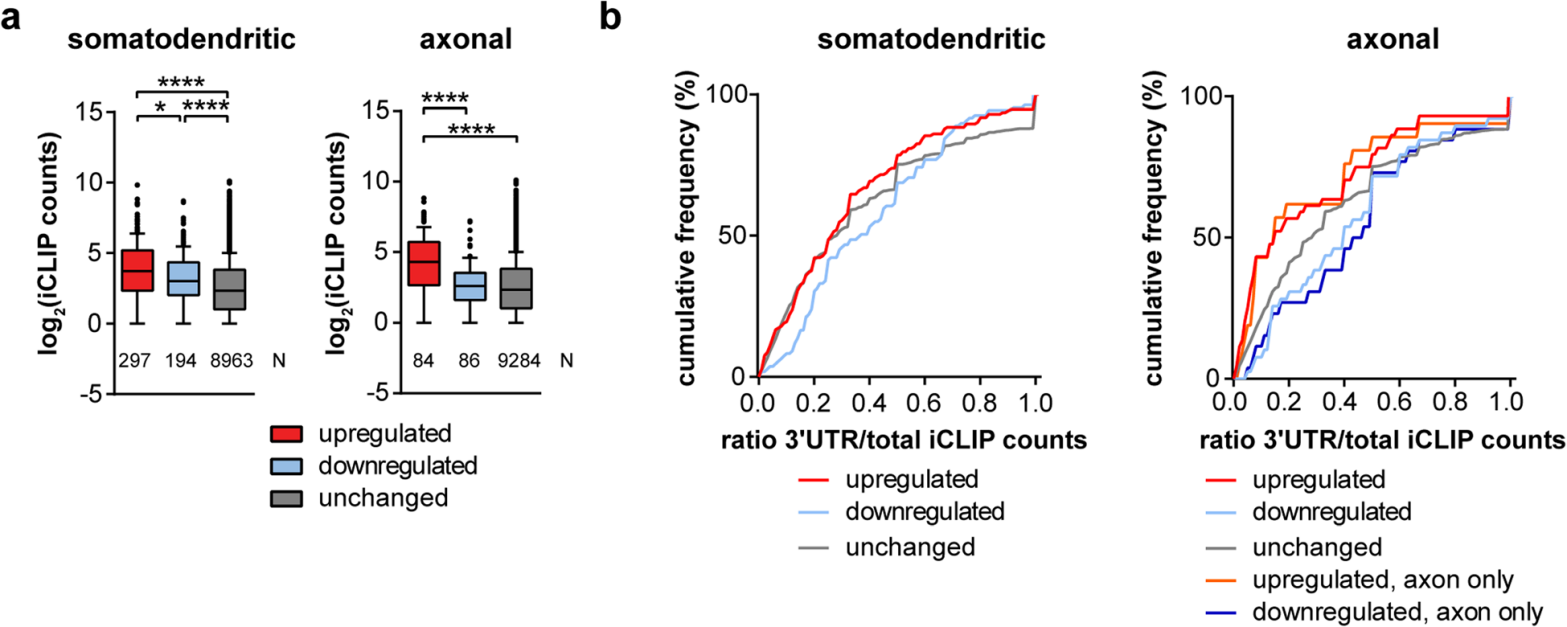
Analysis of TDP-43 binding to transcripts dysregulated in Tdp-43 knockdown motoneurons. **a** Boxplot showing the number of TDP-43 iCLIP counts [18] for upregulated, downregulated and unchanged transcripts in the somatodendritic and axonal compartment after Tdp-43 knockdown. Only transcripts with at least one iCLIP hit were included. *p ≤ 0.05, ****p ≤ 0.0001; Kruskal-Wallis test with Dunn’s multiple comparisons test (N numbers of transcripts are shown in the graph). **b** Cumulative distribution diagram of the ratio of iCLIP hits in the 3’UTR to the total number of hits. Only transcripts with at least one iCLIP hit in the 3′UTR were included. Transcripts selectively altered in axons of Tdp-43 knockdown motoneurons are labeled “axon only”

### Loss of Tdp-43 dysregulates transcripts with mitochondrial and synapse functions in the somatodendritic compartment

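Gene ontology terms were not tested here. Among the genes with an unadjusted p under 0.05 in somatodendritic libraries, 632 were higher in the knockdown, and 30 of them passed the adjusted threshold. Auts2, a long neuronal gene, rose from 36.9 ± 3.65 FPKM (SD, n = 4) to 114 ± 24.2 FPKM (SD, n = 6), a log2 change of 1.37 (adjusted p = 0.0017 in limma). The share of genes counted as higher depended on the scaling, and the changes rose with exonic length. The median log2 change was -1.15 for the 294 tested genes with under 200 nt of exons and 0.03 for the 2416 with the longest exonic sequence.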

Gene ontology (GO) term analysis of transcripts upregulated in the somatodendritic compartment of Tdp-43 knockdown motoneurons revealed an enrichment of transcripts with functions in neuron projection development, synapse and cytoskeleton (Fig. 5). 

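App (ENSMUSG00000022892, chromosome 16 of GRCm38, 84954440 to 85173707) was at 306 ± 19.3 FPKM (SD, n = 4) in somatodendritic control libraries and at 515 ± 96.0 FPKM (SD, n = 6) in knockdown libraries. All 6 knockdown libraries, between 403 and 632 FPKM, lay above the highest control library at 333 FPKM. After scaling, the log2 change of App was 0.52 (standard error 0.144), with an adjusted p of 0.118 in limma, so that it did not pass the threshold over all genes tested. With the FPKM values as deposited it was 0.73 (limma adjusted p = 0.0258). Over all settings tried, the limma adjusted p ran from 0.0258 to 0.562 and the change stayed positive.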

Among these is the transcript encoding Amyloid precursor protein (App) which has been found to be elevated in the SOD1G93A mouse model of ALS [32, 33]. App ablation improved the motor functions of SOD1G93A mice, indicating the functional relevance of increased APP in ALS [33]. The most strongly upregulated transcript encodes for thioredoxin interacting protein (Txnip) (Supplementary Table 3), which is an inhibitor of thioredoxin function. 

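Txnip (ENSMUSG00000038393, chromosome 3 of GRCm38, 96557957 to 96561883) was at 8.91 ± 3.70 FPKM (SD, n = 4) in somatodendritic control libraries and at 36.6 ± 21.0 FPKM (SD, n = 6) in knockdown libraries. Of the 6 knockdown libraries, 5 lay above every control library, and replicate 6, the shallowest of the somatodendritic libraries, was at 10.3 FPKM. The log2 change was 1.60 (standard error 0.450, adjusted p = 0.121 in limma). Among the 360 raised genes that had an unadjusted p under 0.05 and reached the lowest value of the paper's lists, Txnip ranked at place 2, after Adnp with a log2 change of 1.97. Among all tested genes without that limit 26 rose further, many of them at low FPKM.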

Thioredoxin acts as an antioxidant such that upregulation of Txnip is expected to disturb mitochondrial function and to inhibit pathways that protect neurons against reactive oxygen species (ROS) [34]. 

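In somatodendritic libraries Igf1r (ENSMUSG00000005533, chromosome 7 of GRCm38, 67952859 to 68226780) was at 11.1 ± 2.07 FPKM (SD, n = 4) in control and at 30.9 ± 3.97 FPKM (SD, n = 6) in knockdown motoneurons, a log2 change of 1.20 (standard error 0.203, adjusted p = 0.0137 in limma). The lowest knockdown library, replicate 3 at 23.3 FPKM, lay above the highest control library at 13.9 FPKM. Over all settings tried the log2 change was between 0.99 and 1.41 and the adjusted p between 0.0047 and 0.128.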

We also detected an upregulation of the *Igf1r* transcript encoding the IGF-1 receptor in agreement with previous studies reporting increased levels of IGF-1 receptor in the spinal cord of ALS patients [35, 36]. Furthermore, we found a significant upregulation of cAMP-specific 3′,5′-cyclic phosphodiesterase 4D (Pde4d), which hydrolyzes the second messenger cAMP. 

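Pde4d (ENSMUSG00000021699, chromosome 13 of GRCm38, 108449948 to 109953461) was at 12.9 ± 3.20 FPKM (SD, n = 4) in control and 33.3 ± 20.8 FPKM (SD, n = 6) in knockdown somatodendritic libraries. Of the 6 knockdown libraries 5 were above every control library. Replicate 5 was at 10.9 FPKM, within the control range, and replicate 6 at 71.9 FPKM. The log2 change was 0.92 (standard error 0.418), with an unadjusted limma p of 0.0468 and an adjusted p of 0.35. The unadjusted p was under 0.05 in 11 of the 23 settings tried.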

Reduced cAMP levels are expected to affect many functions related to neuronal survival and activity. Efforts to inhibit this enzyme have found their way into clinical trials for treatment of ALS (ClinicalTrials.gov, Identifier: NCT02238626), indicating that this upregulation could contribute to neuronal dysfunction and cell death in Tdp-43-depleted motoneurons.

**Fig. 5:**
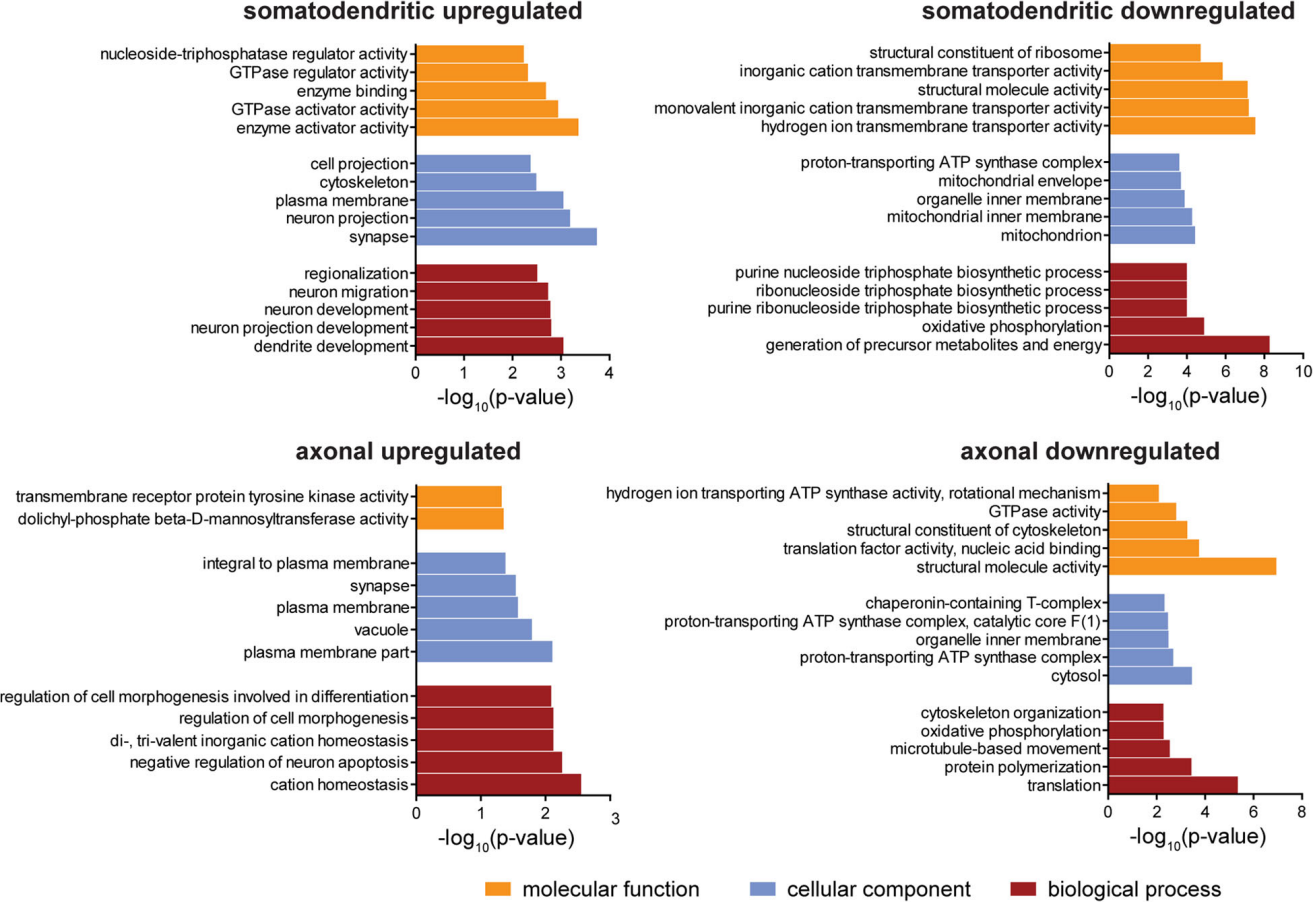
GO term enrichment analysis of transcripts dysregulated in Tdp-43 knockdown motoneurons. The top 5 GO categories for “biological process”, “cellular component” and “molecular function” for transcripts upregulated or downregulated in each compartment are shown

In contrast, the group of transcripts downregulated in the somatodendritic compartment of Tdp-43-depleted motoneurons showed a high association with GO terms related to mitochondrial function and energy production (Fig. 5). 

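The 87 nuclear genes of the oxidative phosphorylation complexes with a mean of at least 1 FPKM were chosen by their symbols. In somatodendritic libraries their mean log2(FPKM + 1) was 5.41 ± 0.08 (SD, n = 4) in control and 4.72 ± 0.18 (SD, n = 6) in knockdown motoneurons, a log2 change of -0.69. All 6 knockdown libraries lay below every control library (two-sided exact permutation test, p = 0.00476). Of the 87 genes 77 were lower, 31 of them with an unadjusted and 4 with an adjusted p under 0.05 in limma. Relative to the median of all tested genes in each library, the change was -0.56 (exact permutation test, p = 0.00476). These genes are short, with a median of 1789 nt of exons against 4209 nt for all tested genes, and shorter genes were lower in knockdown libraries in general. With a curve over exonic length removed in each library, a correction chosen after the data were seen, the change shrank to -0.40. Gene ontology terms were not tested here.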

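Uqcrq (ENSMUSG00000044894, chromosome 11 of GRCm38, 53427922 to 53430831) was at 161 ± 14.9 FPKM (SD, n = 4) in somatodendritic control and 53.4 ± 17.9 FPKM (SD, n = 6) in knockdown libraries, a log2 change of -1.84 (standard error 0.233, adjusted p = 0.0016 in limma). The highest knockdown library, at 76.9 FPKM, was far below the lowest control library at 146 FPKM. Acat1 (ENSMUSG00000032047, chromosome 9, 53580522 to 53610382) was at 40.8, 20.6, 23.9 and 17.2 FPKM in control libraries 1 to 4 and at 8.51, 11.4, 7.68, 8.76 and 17.01 FPKM in knockdown libraries 1 to 5, and was listed at 0 in knockdown library 6. Its log2 change was -1.95 (standard error 0.637, adjusted p = 0.177 in limma). Among all tested genes, including small noncoding RNAs, the falls of Acat1 and Uqcrq ranked at places 243 and 296.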

Among the most strongly downregulated genes, we found the transcripts encoding Acetyl-CoA acetyltransferase 1 (Acat1) and Cytochrome b-c1 complex subunit 8 (Uqcrq) (Supplementary Table 4). Notably, a number of transcripts encoding proteins previously linked to ALS also appeared downregulated in Tdp-43 knockdown motoneurons including the transcripts for Sod1 [37], Hnrnpa2b1 [38] and Matr3 [39].

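Hnrnpa2b1 was at 75.4 ± 7.76 FPKM (SD, n = 4) in somatodendritic control and 42.8 ± 11.8 FPKM (SD, n = 6) in knockdown libraries, a log2 change of -1.05 (standard error 0.228, adjusted p = 0.0513 in limma). Matr3 went from 39.9 ± 4.11 to 29.0 ± 4.93 FPKM (SD), a log2 change of -0.67 (standard error 0.179, limma adjusted p = 0.102). For Sod1 the control libraries were at 41.7, 56.2, 65.5 and 49.6 FPKM and knockdown libraries 1 to 4 and 6 at 22.4, 23.1, 27.6, 15.4 and 37.2 FPKM, while knockdown library 5 was listed at 0. The log2 change of Sod1 was -2.04 (standard error 0.801, limma adjusted p = 0.281), a value that the library at 0 enlarges. Leaving out each library in turn, it lay between -2.32 and -1.28. Each of the 3 genes was lower in all 6 knockdown libraries than in every control library, and none passed an adjusted p of 0.05 over all genes tested. With the filter on the lowest value in the paper's lists, Hnrnpa2b1 and Matr3 passed (limma adjusted p = 0.0156 and 0.0357). Sod1 did not (limma adjusted p = 0.126). The filter uses the group means and lists from these same libraries, so that passing it is no separate support.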

### Reduced capacity for protein production in axons of Tdp-43 knockdown motoneurons

For transcripts downregulated in axons of Tdp-43 knockdown motoneurons the GO term “translation” is the most significantly affected biological process (Fig. 5). 

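Gene ontology terms were not tested here, and the families were taken by gene symbol. The 84 cytosolic ribosomal protein genes had a mean log2(FPKM + 1) of 5.50 ± 0.25 (SD, n = 4) in axonal control and 5.13 ± 0.39 (SD, n = 6) in axonal knockdown libraries, a log2 change of -0.37 that was within the spread between libraries (two-sided exact permutation test, p = 0.148). The 60 translation factor genes changed by -0.37 as well, from 4.74 ± 0.17 (SD, n = 4) to 4.37 ± 0.32 (SD, n = 6; exact permutation test, p = 0.0667). The alternative that moved both most was the FPKM values as deposited, under which the log2 changes were 0.12 for ribosomal proteins and 0.11 for translation factors, that is, reversed. Relative to the median of all tested genes in the same library, the changes were -0.10 in each family (exact permutation test, p = 0.729 and p = 0.329). Without the library labelled axonal knockdown replicate 1 they were -0.36 (exact permutation test, p = 0.198) and -0.42 (exact permutation test, p = 0.0317). Ribosomal protein transcripts have many processed pseudogenes that could take part of their reads.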

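In axonal libraries 58 of the 84 ribosomal protein genes and 40 of the 60 translation factor genes were lower in the knockdown, with the libraries scaled by the median of ratios. At an unadjusted p under 0.05 these were 15 lowered and 4 raised ribosomal protein genes and 8 lowered and 2 raised translation factor genes. After adjustment over all genes 1 ribosomal protein gene and 0 translation factor genes were lowered. In somatodendritic libraries the fall of the ribosomal protein genes was larger, from 5.14 ± 0.05 (SD, n = 4) to 4.35 ± 0.11 (SD, n = 6), a log2 change of -0.79 (exact permutation test, p = 0.00476), with 41 genes lowered at an unadjusted and 8 at an adjusted p under 0.05. The translation factor genes changed there by -0.22 (exact permutation test, p = 0.019). The difference between the compartments, axonal minus somatodendritic, was 0.41 for ribosomal protein genes (exact permutation test, p = 0.105) and -0.15 for translation factor genes (exact permutation test, p = 0.471), so that neither family changed measurably more in one compartment. The axonal knockdown libraries include the library labelled replicate 1, whose Tardbp level was not lowered in FPKM as deposited.

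**Figure D2:**
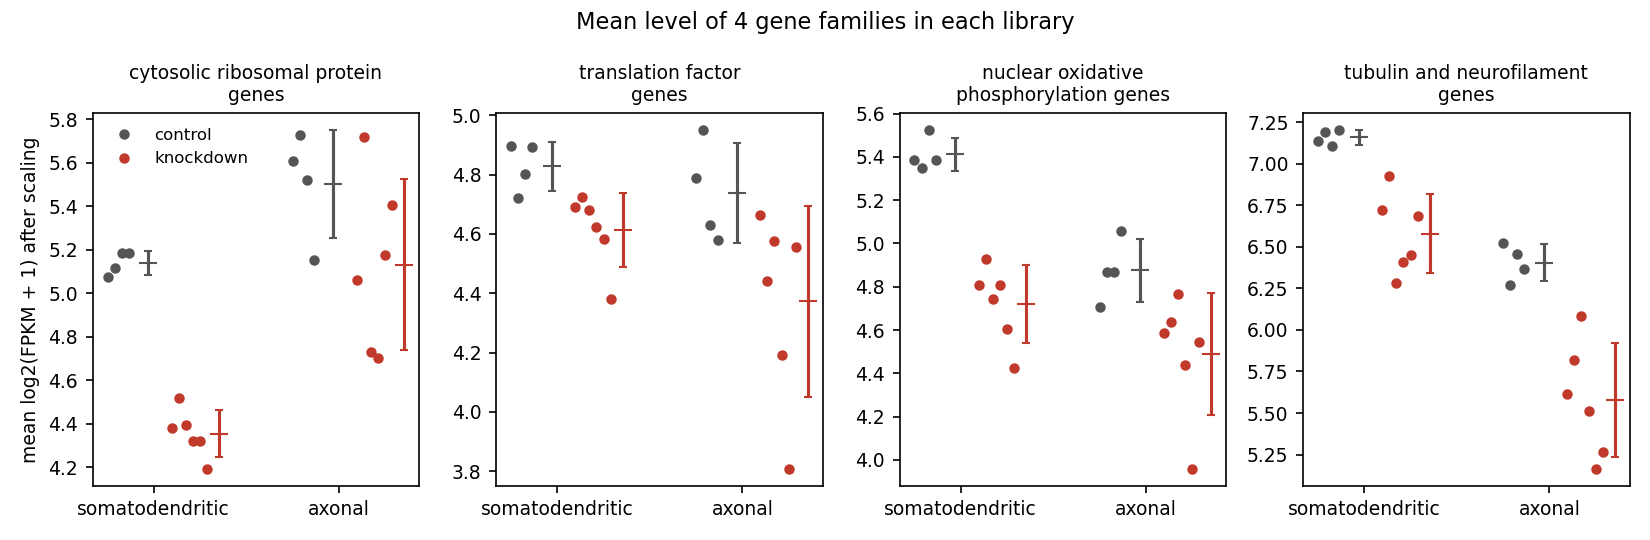
Mean log2(FPKM + 1) after scaling (vertical axis, not starting at 0) of 4 gene families in each somatodendritic (left) and axonal (right) library, with 1 point per library (grey, control; red, Tdp-43 knockdown) and bars for the mean and SD. With FPKM as deposited, the axonal changes of the first 3 families point the other way.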

The transcripts falling within this category include translation initiation factors and ribosomal proteins. For example, transcripts encoding the 40S ribosomal proteins S8 (Rps8) and S3 (Rps3) and the transcript for eukaryotic initiation factor 4A-II (Eif4a2) were among the top 20 downregulated transcripts in the axonal compartment upon Tdp-43 depletion (Supplementary Table 6). 

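Rps3 (ENSMUSG00000030744, chromosome 7 of GRCm38, 99477896 to 99483738) was at 147 ± 50.8 FPKM (SD, n = 4) in axonal control and 50.3 ± 17.6 FPKM (SD, n = 6) in axonal knockdown libraries, a log2 change of -2.04 (standard error 0.371, adjusted p = 0.0161 in limma). With FPKM as deposited the change of Rps3 was -1.52 (limma adjusted p = 0.133), and the adjusted call was lost in 5 of the 10 fits that each left out 1 culture. Eif4a2 (ENSMUSG00000022884, chromosome 16, 23107444 to 23114136) was at 41.0 ± 13.6 FPKM (SD, n = 4) and 39.7 ± 8.34 FPKM (SD, n = 6), a log2 change of -0.53 (standard error 0.356, limma adjusted p = 0.727). For Eif4a2 the unadjusted p was under 0.05 in 0 of the 23 settings tried, the lowest being 0.0585. Among all axonal genes tested, the falls of Rps3 and Eif4a2 ranked at places 332 and 4452. Among the 200 lowered genes with an unadjusted p under 0.05 that reached the lowest value of the paper's lists, Rps3 ranked at place 70. The files list small noncoding RNA genes within Eif4a2, such as Gm26447, with FPKM values of their own. With the library labelled axonal knockdown replicate 1 left out, the log2 changes were -2.11 for Rps3 and -0.48 for Eif4a2.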

The whole transcriptome profiling method we used for RNA-seq also monitors non-coding RNAs including rRNAs [22]. 

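The percentage of reads on rRNA cannot be taken from FPKM, so the share of the summed FPKM held by rRNA genes was used. Annotated rRNA genes held 12.9% ± 8.52 (SD, n = 4) of the FPKM of axonal control and 23.5% ± 12.0 (SD, n = 6) of that of axonal knockdown libraries (two-sided exact permutation test, p = 0.124), and 9.82% ± 0.705 (SD, n = 4) and 9.22% ± 0.979 (SD, n = 6) of that of somatodendritic libraries (exact permutation test, p = 0.329). Nearly all of it was mitochondrial rRNA (mt-Rnr1 and mt-Rnr2). The cytosolic rRNA genes in the annotation held 0.677% ± 0.155 (SD, n = 4) and 0.168% ± 0.0421 (SD, n = 6) in axons and 0.619% ± 0.162 (SD, n = 4) and 0.209% ± 0.0523 (SD, n = 6) in the somatodendritic compartment, lower in all 6 knockdown libraries of each (exact permutation test, p = 0.00476). In axons n-R5-8s1, a 5.8S gene under 200 nt, alone held 0.612% in control and 0.167% in knockdown libraries. Genes of that length were lower in knockdown libraries in general, so that this fall is not separate evidence of less cytosolic rRNA. The 45S precursor of cytosolic rRNA is mostly absent from gene annotations, and its reads can align to genes that hold copies of its sequence. With 5 such genes added, namely Lars2, Gm15564, Gm26917, Mir6236 and Gm42418, which the files call Gm26924, the share was 58.9% ± 3.69 (SD, n = 4) in axonal control and 42.9% ± 4.63 (SD, n = 6) in axonal knockdown libraries (exact permutation test, p = 0.00476). In the somatodendritic compartment it was 44.3% ± 1.26 (SD, n = 4) and 39.3% ± 2.88 (SD, n = 6; exact permutation test, p = 0.0286). This alternative moved the axonal value most among those set beforehand and reversed its direction. Gm26924 (chromosome 17 of GRCm38, 39846958 to 39848788) alone held 42.2% ± 11.0 (SD, n = 4) and 17.5% ± 6.70 (SD, n = 6) of the axonal FPKM (exact permutation test, p = 0.00952). In the library labelled axonal knockdown replicate 1 the Tardbp level was not lowered in FPKM as deposited. This library also lay below every control library for the cytosolic share and for the share with the 5 genes.

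**Figure D3:**
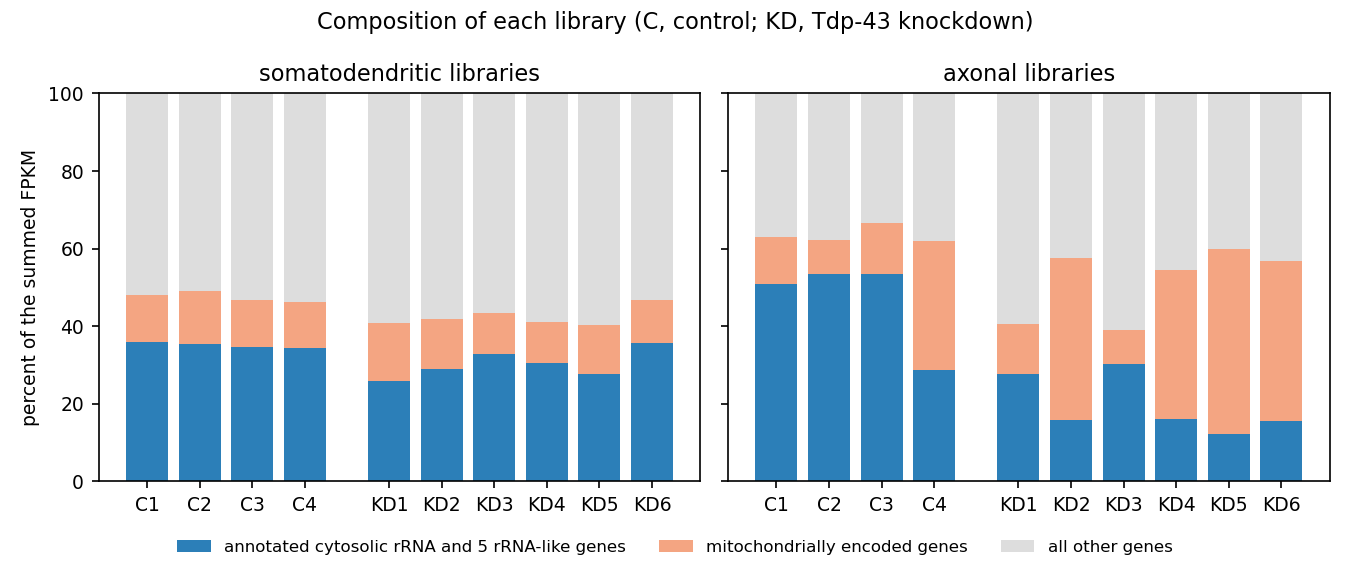
Share of the summed FPKM, in percent (vertical axis), of annotated cytosolic rRNA with the 5 rRNA-like genes (blue), of mitochondrially encoded genes (orange) and of all other genes (grey), 1 bar per library (C, control; KD, Tdp-43 knockdown). The orange part is at least 33.0% in 5 axonal libraries, C4, KD2, KD4, KD5 and KD6, and at most 13.1% in the other axonal libraries.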

We found a significant reduction in the number of reads mapping to rRNA in axons of Tdp-43 knockdown motoneurons compared to controls while rRNA levels in the somatodendritic compartment were unchanged (Fig. 6a). Based on these results we investigated the possibility that Tdp-43 deficiency impairs protein translation in axons. We set up a puromycin labeling assay in which motoneurons were cultured for 6 d and then exposed to puromycin for 15 min. Puromycin is incorporated into nascent polypeptide chains and can be detected by immunostaining with a puromycin-specific antibody. Following puromycin exposure, wildtype motoneurons showed prominent immunolabeling in the cytosol of the soma as well as in axons (Fig. 6b). Omission of puromycin or pre-treatment with the protein synthesis inhibitor anisomycin strongly reduced the immunosignal, indicating specificity of the puromycin labeling assay. The axonally localized puromycin immunoreactivity most likely originated from proteins that were locally synthesized in axons, because the 15 min pulse is too short to allow anterograde transport of these proteins from the cell body. To test this possibility in more detail, we exposed motoneurons to nocodazole, an inhibitor of microtubule assembly that disrupts axonal transport [40], prior to puromycin labeling. Following nocodazole treatment, puromycin immunoreactivity was still detectable in axons of motoneurons (Fig. 6c). Treatment with the translation inhibitor cycloheximide prior to puromycin exposure abolished puromycin immunolabeling indicating signal specificity. Thus, puromycin immunoreactivity in axons of motoneurons reflects local protein synthesis that can occur in the absence of anterograde axonal transport. Next, we investigated puromycin incorporation in Tdp-43 knockdown motoneurons (Fig. 6d). This analysis showed that puromycin immunolabeling was exclusively reduced in axons but not in somata of Tdp-43 knockdown motoneurons relative to controls (Fig. 6e) resulting in a significantly reduced ratio of axonal to somatic puromycin labeling intensity upon Tdp-43 depletion (Fig. 6f). Thus, Tdp-43-depleted motoneurons have a reduced capacity for protein synthesis in their axons.

**Fig. 6:**
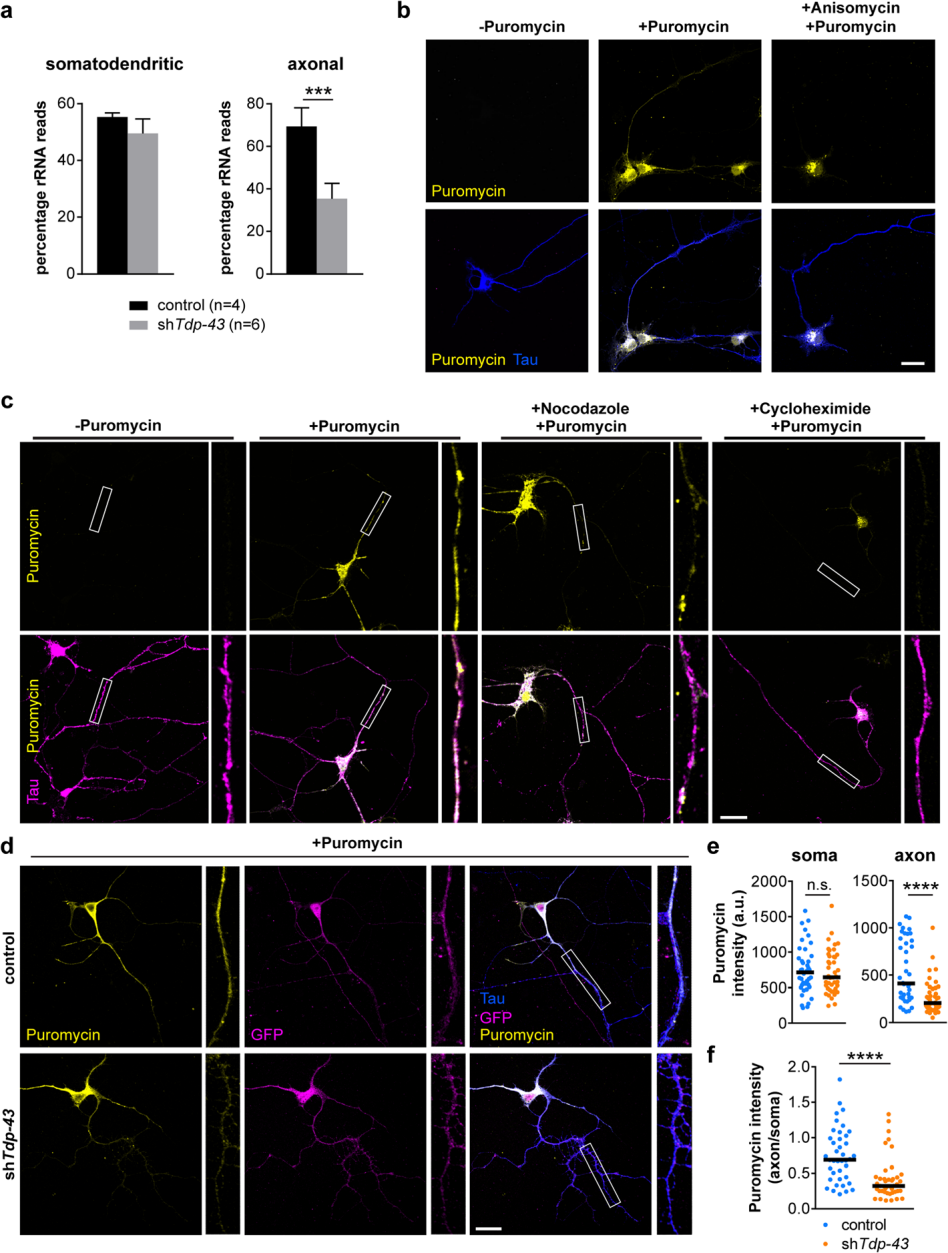
Reduced protein synthesis in axons of Tdp-43 knockdown motoneurons. **a** Percentage of reads mapping to rRNAs from RNA-seq data of Tdp-43 knockdown (sh*Tdp-43*) and control motoneurons. Data represent mean ± SD. ***p ≤ 0.001; unpaired t-test. **b** Immunostaining of cultured motoneurons with antibodies against puromycin and Tau. Motoneurons were exposed to puromycin as indicated. Treatment with anisomycin was done prior to puromycin exposure. Scale bar: 20 μm. **c** Motoneurons were exposed to nocodazole or cycloheximide as indicated followed by puromycin labeling. Immunostaining was performed with antibodies against puromycin and Tau. Boxes indicate magnified axon segments. Scale bar: 20 μm. **d** Immunostaining of control and Tdp-43 knockdown motoneurons with antibodies against puromycin and Tau. Motoneurons were transduced with control or Tdp-43 knockdown lentivirus and cultured for 6 d followed by puromycin labeling. Boxes indicate magnified axon segments. Scale bar: 20 μm. **e** Scatter plots showing fluorescence intensity of the puromycin immunosignal in somata and axons of Tdp-43 knockdown and control motoneurons. Horizontal lines represent median. n.s. not significant, ****p ≤ 0.0001; Mann-Whitney test (*N* = 40 motoneurons for control and 43 motoneurons for Tdp-43 knockdown motoneurons, *n* = 3 independent experiments). **f** Scatter plot showing the axon-to-soma ratios of puromycin intensity in control and Tdp-43 knockdown motoneurons. Horizontal lines represent median. ****p ≤ 0.0001; Mann-Whitney test (*N* = 40 motoneurons for control and 43 motoneurons for Tdp-43 knockdown motoneurons, *n* = 3 independent experiments)

### Disturbed mitochondrial functionality in Tdp-43-deficient axons

Beyond transcripts related to translation, we found an enrichment of GO terms related to mitochondrial functions for transcripts downregulated in the axonal compartment of Tdp-43 knockdown motoneurons (Fig. 5). These GO terms contain the transcript encoding the mitochondrial ATP synthase beta-subunit (Atp5b) which has previously been associated with ALS [41]. 

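The 86 nuclear oxidative phosphorylation genes tested in axons had a mean log2(FPKM + 1) of 4.88 ± 0.14 (SD, n = 4) in control and 4.49 ± 0.28 (SD, n = 6) in knockdown libraries, a log2 change of -0.39 (two-sided exact permutation test, p = 0.0238). Of these genes 59 were lower, 10 of them with an unadjusted and 0 with an adjusted p under 0.05 in limma. The change reversed to 0.09 with the FPKM values as deposited, and it was -0.12 (exact permutation test, p = 0.30) relative to the median of all tested genes. With the trend over exonic length removed it was -0.07 (exact permutation test, p = 0.59). Without the library labelled axonal knockdown replicate 1 the scaled change was -0.41 (exact permutation test, p = 0.0317). The change in axons did not differ measurably from that in the somatodendritic compartment (axonal minus somatodendritic 0.30, exact permutation test, p = 0.0857).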

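Atp5b (ENSMUSG00000025393, chromosome 10 of GRCm38, 128083273 to 128090391) was at 136 ± 6.87 FPKM (SD, n = 4) in axonal control and 116 ± 39.6 FPKM (SD, n = 6) in axonal knockdown libraries. As deposited, the knockdown libraries lay on both sides of the controls, with 75.3 FPKM in replicate 2 and 176 FPKM in replicate 3. After scaling, all 6 were below every control library, with a log2 change of -0.81 (standard error 0.287, adjusted p = 0.397 in limma). The change was -0.29 with the FPKM values as deposited (limma adjusted p = 0.827), and -0.84 without the library labelled axonal knockdown replicate 1.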

In order to assess whether axonal mitochondria are affected by Tdp-43 depletion, we labeled mitochondria in control and Tdp-43 knockdown motoneurons with MitoTracker™ Orange. We found that the number of intact mitochondria was significantly reduced in axons of Tdp-43 knockdown motoneurons relative to controls (Fig. 7a). Next, we assessed the mitochondrial membrane potential using the fluorescent dye tetramethylrhodamine (TMRM). As a negative control we used the uncoupling agent FCCP, which depolarizes the mitochondrial membrane potential. Treatment with FCCP led to rapid loss of the TMRM signal indicating the specificity of the labeling procedure (Fig. 7b). We then labeled control and Tdp-43 knockdown motoneurons with TMRM (Fig. 7c). This analysis revealed that the mean labeling intensity of mitochondria was significantly reduced in axons of Tdp-43 knockdown motoneurons relative to controls. Thus, Tdp-43 depletion affects the number and functionality of axonal mitochondria.

**Fig. 7:**
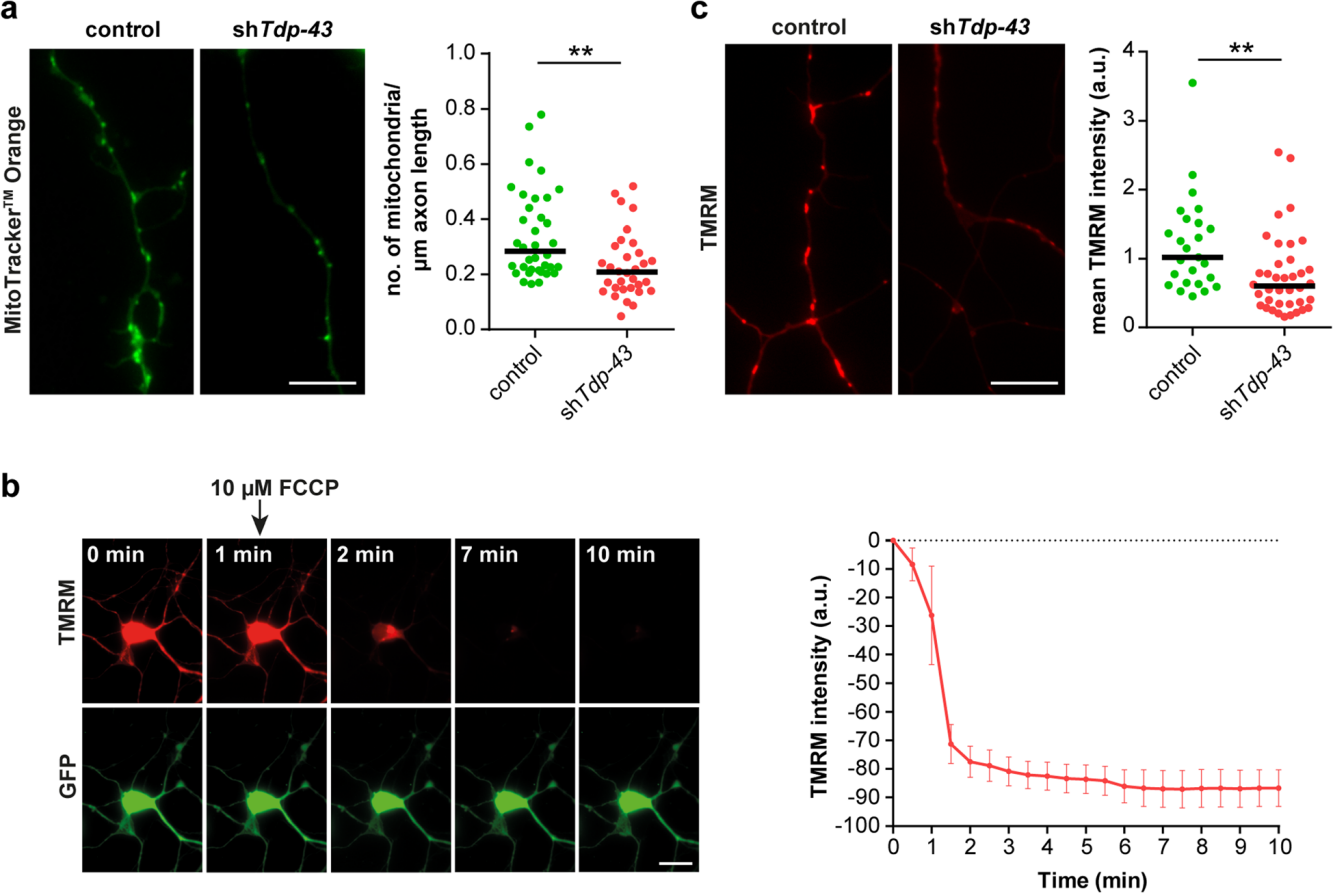
Mitochondrial dysfunction in axons of Tdp-43 knockdown motoneurons. **a** Left panel: Axons of control and Tdp-43 knockdown (sh*Tdp-43*) motoneurons stained with MitoTracker™ Orange CM-H2TMRos. Scale bar: 5 μm. Right panel: Scatter plot depicting the number of mitochondria stained with MitoTracker™ Orange CM-H2TMRos normalized to axon length. Horizontal lines represent median. **p ≤ 0.01; Mann-Whitney test (*N* = 36 axons for control and 32 axons for Tdp-43 knockdown motoneurons, *n* = 2 independent experiments). **b** Left panel: Motoneurons transduced with control lentivirus (expressing GFP) were labeled with TMRM for live-cell imaging. Cells were treated with FCCP at the indicated timepoint to disrupt the mitochondrial membrane potential. Scale bar: 20 μm. Right panel: Quantification of TMRM intensity in mitochondria with time. Data represent mean ± SD (*n* = 5 mitochondria). **c** Left panel: Axons of control and Tdp-43 knockdown motoneurons labeled with TMRM. Scale bar: 5 μm. Right panel: Quantification of TMRM mean intensity of mitochondria in axons of control and Tdp-43 knockdown motoneurons. Horizontal lines represent median. **p ≤ 0.01; Mann-Whitney test (*N* = 25 axons for control and 38 axons for Tdp-43 knockdown motoneurons, *n* = 3 independent experiments)

### Nicotinamide treatment rescues axonal defects of Tdp-43-deficient motoneurons

Our data point towards the possibility that a lack of energy supply due to disturbed mitochondrial function contributes to the axon growth defect associated with Tdp-43 depletion in motoneurons. To investigate this possibility we treated Tdp-43 knockdown and control motoneurons with nicotinamide (NAM), a precursor for nicotinamide adenine dinucleotide (NAD+) that acts as a key cofactor in mitochondrial pathways for the production of ATP. NAM is converted to NAD+ through the salvage pathway [42]. We found that treatment with 0.1 mM NAM restored axon growth of Tdp-43 knockdown motoneurons to normal levels, while axons of control motoneurons were not altered by exposure to NAM (Fig. 8a). The same rescue effect was observed with NAM concentrations up to 1 mM.

**Fig. 8:**
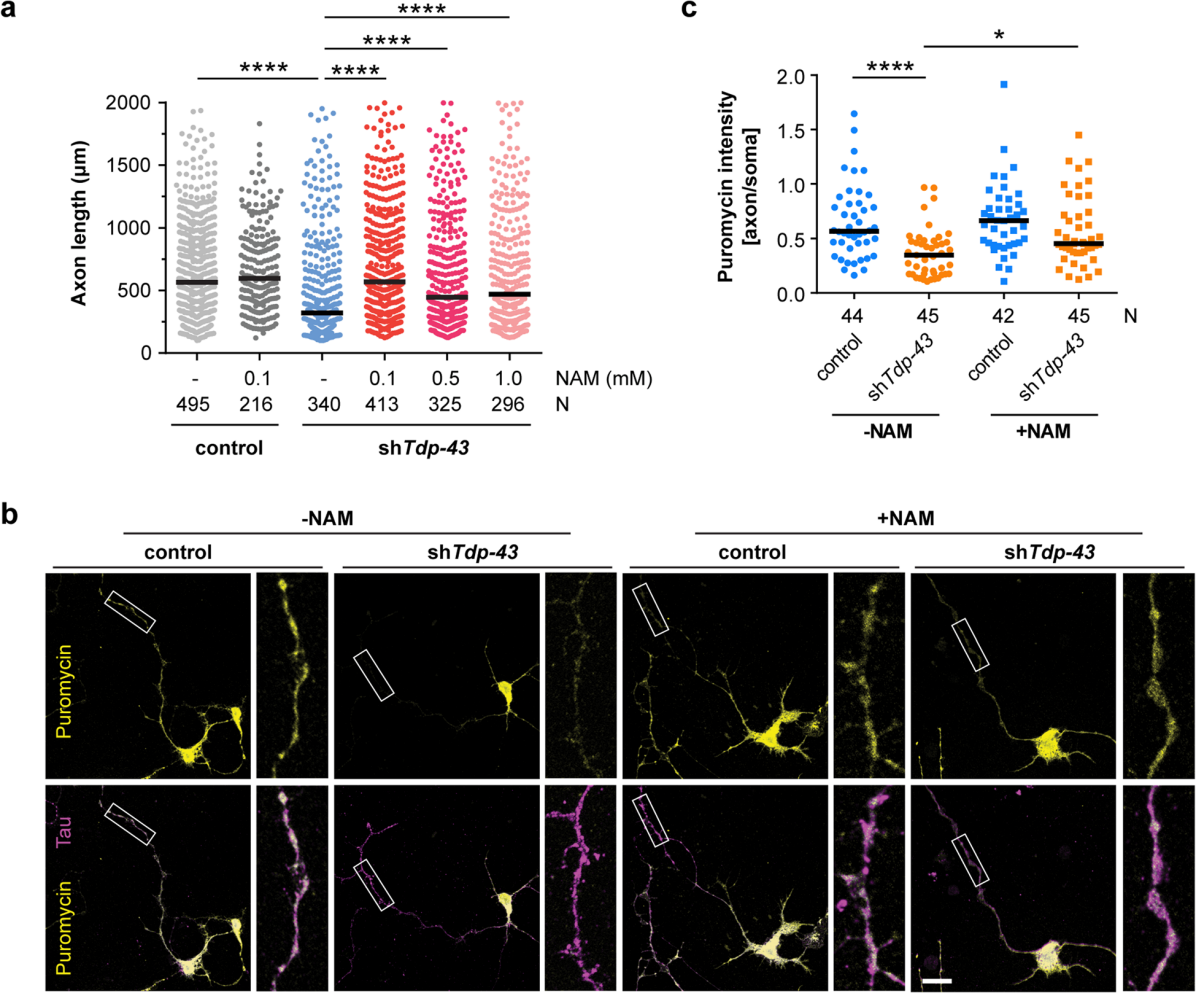
Nicotinamide (NAM) rescues axon defects of Tdp-43 knockdown motoneurons. **a** Scatter plot of axon lengths of Tdp-43 knockdown (sh*Tdp-43*) and control motoneurons cultured in the absence (−) or presence of NAM at the indicated concentrations. Horizontal lines represent median. ****p ≤ 0.0001; Kruskal-Wallis test with Dunn’s multiple comparisons test (N numbers of axons are shown in the graph, *n* = 3 independent experiments). **b** Immunostaining of control and Tdp-43 knockdown motoneurons with antibodies against puromycin and Tau. Motoneurons were transduced with control or Tdp-43 knockdown lentivirus and cultured in the presence (+) or absence (−) of 0.1 mM NAM. Puromycin labeling was performed at DIV6. Scale bar: 20 μm. **c** Scatter plot showing the axon-to-soma ratios of puromycin intensity in control and Tdp-43 knockdown motoneurons. Horizontal lines represent median. *p ≤ 0.05, ****p ≤ 0.0001; Kruskal Wallis test with Dunn’s multiple comparisons test (N numbers of motoneurons are shown in the graph, *n* = 3 independent experiments)

We then tested whether NAM treatment had an impact on the defective axonal protein synthesis which we observed upon Tdp-43 depletion. Control and Tdp-43 knockdown motoneurons were cultured in the presence or absence of 0.1 mM NAM for 6 d followed by puromycin exposure to label nascent proteins (Fig. 8b). In the absence of NAM, puromycin immunolabeling was reduced in axons of Tdp-43 knockdown motoneurons relative to control motoneurons (Fig. 8b, c). Treatment with NAM significantly increased puromycin immunoreactivity in axons of Tdp-43 knockdown motoneurons relative to axons of untreated Tdp-43 knockdown motoneurons (Fig. 8b, c). Thus, NAM exposure rescued the axon growth defect of motoneurons depleted of Tdp-43 and increased their capacity for axonal protein synthesis.

## Discussion

In this study, we have investigated transcriptome alterations in the somatodendritic and axonal compartments of motoneurons after Tdp-43 depletion. Subcellular transcriptome alterations in ALS cell models have been investigated before using different approaches. In the study by Rotem et al. mouse motoneurons were transduced with lentiviruses for expression of GFP-tagged SOD1(G93A) or TDP-43(A315T) and cultured in modified Boyden chambers to obtain neuritic RNA [43]. Nijssen et al. developed an optimized procedure for conducting axonal RNA-seq on motoneurons grown in microfluidic chambers and used this technique to profile axons of mouse embryonic stem cell (mESC)-derived motoneurons overexpressing SOD1(G93A) [44]. While these studies revealed candidate transcripts whose dysregulation might contribute to motoneuron dysfunction in ALS, it needs to be considered that overexpression of SOD1 or TDP-43 might induce deleterious side effects in a dose-dependent manner [45].

It has been suggested that, in addition to the toxicity exerted by TDP-43 insoluble inclusions, loss of TDP-43 functions contributes to the etiology of ALS [46]. Given that TDP-43 ALS mutants show reduced motility in axons [4] and that axonal degeneration precedes motoneuron loss in ALS mouse models [47, 48], loss of axonal TDP-43 functions might be an early driving factor contributing to the motoneuron pathology underlying ALS. Therefore, to investigate the effects of Tdp-43 depletion on the composition of subcellular transcriptomes we cultured Tdp-43 knockdown motoneurons in microfluidic chambers and used a whole transcriptome profiling method for identification of RNA alterations. Major changes were detectable in the somatodendritic as well as the axonal compartment and similar numbers of transcripts were up- or downregulated. These deregulations might disturb multiple pathways and mechanisms that are relevant for neuronal survival and axonal maintenance as well as for synaptic function and integrity. In agreement with this notion, we observed several defects in axons of Tdp-43-deficient motoneurons, including loss of transcripts encoding cytoskeletal proteins, reduced protein synthesis and disturbed mitochondrial function. In addition to transcripts encoding proteins important for motoneuron biology, we observed that the axonal localization also of non-polyadenylated RNAs such as ribosomal RNAs is affected by Tdp-43 depletion. Therefore, our results suggest that the pathology induced by Tdp-43 deficiency cannot simply be explained by one individual key mechanism, but rather by a combination of defects that play together and contribute to a complex disease phenotype.

After Tdp-43 depletion, several transcripts are upregulated in the soma that appear highly relevant for neuronal integrity. For example, upregulation of Txnip is expected to result in an inhibition of thioredoxin leading to enhanced oxidative stress. The Pi3K/AKT pathway, which is important for neuronal survival [49] and proper mitochondrial function [50], modulates Txnip expression and thereby protects cells against ROS [51]. AKT-mediated inhibition of the transcription factor FOXO1 can reduce Txnip levels [51]. This then leads to enhanced thioredoxin activity, which is necessary for ROS detoxification. The observations that FOXO1 represses *TXNIP* transcription directly [52, 53], and that TDP-43 controls FOXO activity [54] indicate that this pathway might contribute to ALS pathology. The enhanced expression of *Txnip* we observed after Tdp-43 depletion could cause inhibition of thioredoxin activity, leading to enhanced ROS levels. This, in turn, could induce the observed mitochondrial dysfunction and thus contribute to the pathological alterations in mitochondria seen in Tdp-43-associated motoneuron disease models. The rescue effect by treatment with NAM, which has been shown to reduce ROS levels [55], supports this hypothesis and indicates that this pathway could represent a central part of the pathology in ALS and other diseases in which TDP-43 loss of function is apparent.

GO term analysis of transcripts downregulated in the axonal compartment of Tdp-43-deficient motoneurons revealed that pathways related to mitochondrial functions might be particularly affected. Mitochondria are a known target of Tdp-43 function [26, 27, 56–60] and are also defective in iPS-cell derived motoneurons harboring ALS mutations [61] and ALS mouse models [62], indicating that defects in energy production upon loss of Tdp-43 might contribute to the axonal growth defect in cultured motoneurons. In agreement with this notion, we found a decreased number and activity of mitochondria in axons of Tdp-43 knockdown motoneurons. Moreover, treatment with the NAD+ precursor NAM restored axon growth of Tdp-43-depleted motoneurons to near-normal levels. This suggests that reduced energy levels might play an important role in the axonal pathology upon Tdp-43 loss. However, besides energy support, NAM can also exert regulatory functions outside mitochondria. For example, Sirtuins (SIRTs) are protein deacetylases that use NAD+ as a cofactor and convert it to NAM during the deacetylation reaction [63]. NAM itself acts as an inhibitor of Sirtuin activities. Inhibition of SIRT2 has been found to be neuroprotective in models of Parkinson’s disease and other neurodegenerative disease contexts [64, 65]. Therefore, dysregulation of Sirtuins might contribute to the axonal defects we observed in Tdp-43 knockdown motoneurons. Recently, the administration of NAM has been shown to improve motor symptoms of SOD1G93A mice [66]. Furthermore, reduced NAM levels have been observed in ALS patients [66]. Thus, NAM and associated downstream pathways might represent potential avenues for new ALS treatment options.

We found that reduced axon growth is a key morphological phenotype of Tdp-43-deficient motoneurons. We observed this phenotype with three different shRNAs targeting the *Tdp-43* transcript. The reduced axon lengths we observed for Tdp-43-depleted motoneurons stand in contrast to previous observations [25], but our data are in agreement with other studies investigating neuronal defects upon TDP-43 reduction [67, 68]. Beyond that, expression of TDP-43 mutants harboring ALS mutations also leads to neurite growth defects [69]. Reduced axon growth is seen in many pathologies relevant to motoneuron diseases. In the case of SMN protein deficiency which causes SMA, reduced axon growth accompanied by deficits in presynaptic actin synthesis and excitability were observed in mouse models [70–73]. In motoneurons depleted of C9orf72 as a cell culture model of ALS, dysregulation of actin dynamics in axons appears prominent [74]. This raises the question whether similar or distinct mechanisms are responsible for defective axon growth in Tdp-43-depleted motoneurons. Our data show that multiple pathways are affected by loss of Tdp-43. On the one side, mitochondrial dysfunction and enhanced ROS levels are expected to reduce cellular metabolism and thus also axon growth. On the other side, we found dysregulation of transcripts related to protein translation in the axonal compartment of Tdp-43 knockdown motoneurons. Also, rRNA levels were significantly reduced in the axonal but not somatodendritic compartment of Tdp-43 knockdown motoneurons. In agreement, we found that Tdp-43-depleted motoneurons have a reduced capacity for axonal protein synthesis, which might contribute to defective axon growth. Treatment with NAM partially rescued this defect, indicating that pathways related to energy metabolism can alleviate or delay pathological processes in axons of motoneurons with loss of Tdp-43 function.

In summary, our data have revealed that multiple pathways are dysregulated in Tdp-43-depleted motoneurons, many of them having been characterized before in the context of other neurodegenerative diseases such as Alzheimer’s, Huntington’s and Parkinson’s disease. Thus, it might be the combination of defects in these pathways that underlies the vulnerability and axonal degeneration of Tdp-43-deficient motoneurons. A multitude of targets could be conferred from these pathways that might need to be addressed in combination for therapy development in ALS.

## Supplementary information

**Additional file 1: Supplementary Table 1.** List of primers for cloning of shRNAs into pSIH. siRNA sequences are underlined. **Supplementary Table 2.** List of qPCR primers. **Supplementary Table 3.** List of transcripts significantly (*p*<0.05) upregulated in the somatodendritic compartment of Tdp-43 knockdown (T_sd) motoneurons relative to control (G_sd) motoneurons. **Supplementary Table 4.** List of transcripts significantly (*p*<0.05) downregulated in the somatodendritic compartment of Tdp-43 knockdown (T_sd) motoneurons relative to control (G_sd) motoneurons. **Supplementary Table 5.** List of transcripts significantly (*p*<0.05) upregulated in the axonal compartment of Tdp-43 knockdown (T_ax) motoneurons relative to control (G_ax) motoneurons. **Supplementary Table 6.** List of transcripts significantly (*p*<0.05) downregulated in the axonal compartment of Tdp-43 knockdown (T_ax) motoneurons relative to control (G_ax) motoneurons. **Supplementary Table 7.** List of transcripts significantly (*p*<0.05) deregulated in the somatodendritic (sd) and axonal (ax) compartment of Tdp-43 knockdown motoneurons relative to control motoneurons.

## Data Availability

The sequencing data described in this publication are accessible in NCBI’s Gene Expression Omnibus through GEO Series accession number GSE147607.

How the deposited data were processed for this re-analysis (not part of the article)

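RNA-seq of cultured mouse motoneurons was analysed in 20 libraries: 1 somatodendritic and 1 axonal library from each of 4 control cultures and 6 Tdp-43 knockdown cultures. The deposited files hold FPKM values that the authors computed for each library with Cufflinks after mapping the reads, with a 95% interval for each of 39174 genes. The paper refers to earlier work for sequencing, mapping and testing, so that the authors' filter and test could not be taken from its methods. Read counts and read totals are not in these files. The axonal and somatodendritic libraries were paired by condition and replicate number, as the sample labels give them. The labels name no culture, so that this pairing is an assumption. Control and knockdown cultures that share a number were treated as different cultures.

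The interval of each FPKM value was read as FPKM ± 2 SD of a count, which gives an implied number of fragments. The relative depth was taken over 680 genes with more than 3 implied fragments in every library and set to 1.00 in the deepest library. It was 0.103 in the shallowest. The median gene above 0 FPKM had between 0.56 and 3.83 implied fragments, so that the interval of a typical gene is wide for its value. As a median under 1 is less than a whole fragment, these numbers need not be true counts. A gene at or under 0.001 FPKM counts as listed at 0. The sum of FPKM per library was between 555990 and 769810.

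Libraries were scaled within each compartment by the median of ratios over genes with at least 1 FPKM in every library. The factors were 0.905 to 0.969 in somatodendritic control, 0.993 to 1.15 in somatodendritic knockdown, 0.779 to 0.866 in axonal control and 1.02 to 1.52 in axonal knockdown libraries. Values were set to log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the 10 libraries of the compartment were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), knockdown against control, with Benjamini-Hochberg adjustment. Counts are given at an unadjusted p under 0.05, the paper's threshold, and at an adjusted p under 0.05. The difference between compartments was tested with limma on the axonal minus somatodendritic value of each culture. Levels of single transcripts as FPKM, gene families and rRNA shares were compared by two-sided exact permutation of the 210 splits of 10 libraries into 4 and 6, for which the smallest p is 0.00476. The limma tests were checked on simulated data with 200 changed genes per compartment and the same depths. The simulated spread between libraries was fixed for all genes and not estimated from the data. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

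Gene families were chosen by symbol. Exonic lengths came from GENCODE M21 on GRCm38, which holds 37690 of the genes in the files, or 96.2%. The genes named in the text are those the paper names from its RNA-seq, the 5 largest rises and the 5 largest falls in each compartment among genes with an adjusted p under 0.05 whose groups do not overlap, the annotated rRNA genes, and the first 5 genes of each of the paper's lists. A single gene under this rule is not reported here. The design foresaw weighting rRNA by gene length where the files give one. Their length column is empty, so the share of FPKM is not weighted.

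The alternatives tried were FPKM as deposited, quantile normalization, pseudocounts of 0.1 and 5, other filters on low values, array weights, all 20 libraries in 1 fit, the replicate number as a covariate, other summaries of a gene family, other sets of rRNA genes, and leaving out each library in turn. A fit without libraries under a relative depth of 0.5, a correction over exonic length (lowess, span 0.3), rRNA shares without mitochondrially encoded genes and rRNA shares weighted by the GENCODE lengths were chosen after seeing the data. Gene ontology enrichment, iCLIP, qPCR and imaging were not analysed here.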

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

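Of the tests named in this part, that of the rRNA-like share without mitochondrially encoded genes and those of the mitochondrial share were chosen only after the result was seen. Single libraries far from the others of their group were looked for in 66 groups of libraries. They were found in 7, where chance gives 3.3, so that several of these 7 can be chance.

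Somatodendritic control replicate 2 had 19.0 FPKM of Tardbp, against 29.6 to 30.8 in the other 3 control libraries. In the same library mitochondrially encoded genes held 13.6% of the FPKM, against 11.9 to 12.2%. It lay far above every knockdown library for Tardbp, so that the direction of the knockdown does not rest on it. No technical explanation was tested for these values, and the design gives no biological one within a group. In somatodendritic knockdown replicate 3, Igf1r was at 23.3 FPKM, against 30.6 to 34.3 in the other 5. It still lay above every control library.

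Axonal control replicate 4 stood apart from the other 3 controls in 3 measures. Nefl was at 65.8 FPKM (others 29.2 to 32.7), Tubb2a at 433 FPKM (others 215 to 247), and annotated rRNA at 25.5% of the FPKM (others 6.87 to 9.88%). Nearly all of this rRNA is mitochondrial. The library belongs to 5 axonal libraries, with knockdown replicates 2, 4, 5 and 6, in which mitochondrially encoded genes held 33.0 to 47.7% of the FPKM, against 8.88 to 13.1% in the others. The 4 shallowest axonal libraries, with relative depths of 0.103, 0.316, 0.316 and 0.530, are among these 5. The other, knockdown replicate 6, had a relative depth of 0.704, within the 0.550 to 0.760 of the remaining libraries. Control replicates 4 and 2 had nearly the same relative depth (0.530 and 0.550) but mitochondrial shares of 33.0% and 8.92%, so that depth alone does not part the 5 libraries from the rest. The knockdown does not part them clearly either (exact permutation test of the share, p = 0.133). The cause of this split among axonal libraries was not settled, and the files give no batch. Axonal knockdown replicate 3 had 42.7 FPKM of Nefl, against 6.91 to 11.8 in the other 5 libraries of its group. It had the low mitochondrial share.

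The knockdown effect differed between the compartments for Lars2, with an axonal minus somatodendritic log2 difference of -2.23 (limma adjusted p = 0.0045), and for Gm12895 and Gm12896, with -4.74 and -4.75 (limma adjusted p = 0.0033 for each). Gm12895 and Gm12896 have identical axonal values and count as 1 observation. Lars2 holds a stretch similar to rRNA, and its fall in axons goes with that of the other rRNA-like genes. A larger mitochondrial share was tested as the reason for the lower rRNA-like share in knockdown axons. With mitochondrially encoded genes left out the share was lower by a difference of -27.3 percentage points (exact permutation test, p = 0.00476, the smallest possible), which goes against it. As reads of rRNA could make up most of the value of Lars2, a change in how much rRNA was carried into the libraries remains as an explanation beside a change of rRNA in the axons. It was not tested. The axonal value includes the library labelled axonal knockdown replicate 1, at 1873 FPKM of Lars2 against 4299 in the lowest control library.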

How the results depend on the processing

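The tests of exonic length, of depth at a relative depth of 0.5 and of rRNA without mitochondrially encoded genes were chosen only after the results were seen, and all other alternatives in this part were set before the data were examined. The causes of the changes listed here were not tested unless a cause is named.

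Kept in direction and on the same side of the threshold under every alternative run for them were the fall of somatodendritic ribosomal protein genes (log2 changes from -1.01 to -0.50), that of somatodendritic oxidative phosphorylation genes (-0.91 to -0.40) and the somatodendritic Tardbp level (11.3 to 17.6% over the fits that each left out 1 culture). At least 99.7% of the paper's somatodendritic transcripts had the paper's direction under every alternative run, which shows no stability, since the paper chose them by their change in these libraries.

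With FPKM as deposited, 3 axonal families reversed: ribosomal protein genes to 0.12, translation factor genes to 0.11 and oxidative phosphorylation genes to 0.0875. The axonal fall of tubulin and neurofilament genes weakened to -0.35 and the somatodendritic fall of translation factor genes to -0.0196, and 233 somatodendritic transcripts in place of 134 had an adjusted p under 0.05 (150 higher and 83 lower, against 30 and 104). At an unadjusted p under 0.05, 63.0% of somatodendritic and 72.8% of axonal transcripts were then higher, against 33.2% and 24.9% after scaling and 49.6% and 43.2% after quantile normalization. With the scaling kept, the shares were 41.4% and 49.8% among libraries with a relative depth of at least 0.5. In axons without knockdown replicate 5 the share was 38.2%. The correction over exonic length gave 53.7% and 46.9%, but it also centres each library. It moved the axonal median log2 change from -0.17 to -0.0037, so that these shares do not separate length from scaling. Quantile normalization weakened axonal oxidative phosphorylation genes to -0.26 and somatodendritic translation factor genes to -0.12. Relative to the median of all tested genes these were -0.12 and -0.0849. Scaling of single levels strengthened the falls of Tardbp (35.1%) and Tuba1b (49.5%) in axons. With medians in place of means the levels of Nefl (35.9%) and Tubb2a (48.2%) were lower than with means (38.5% and 52.9%). They were no longer past the threshold (exact permutation p = 0.21 and p = 0.0905).

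With the filter on the lowest value of the paper's lists, 786 in place of 1901 somatodendritic and 335 in place of 1201 axonal transcripts had an unadjusted p under 0.05, 132 in place of 323 in both compartments, and 273 somatodendritic transcripts an adjusted p under 0.05. A mean of at least 5 FPKM gave 786 axonal transcripts with an unadjusted p under 0.05 and strengthened axonal translation factor genes to -0.40. With all genes above 0, 7 transcripts in place of 3 differed between the compartments. With all 20 libraries in 1 fit, 1034 somatodendritic and 1988 axonal transcripts had an unadjusted and 65 and 205 an adjusted p under 0.05, against 134 and 56. Array weights gave 432 and 87 with an adjusted p under 0.05. A pseudocount of 0.1 gave 30 axonal transcripts with an adjusted p under 0.05, a correlation over the paper's shared transcripts of 0.861 in place of 0.873, and -0.59 for axonal oxidative phosphorylation genes, no longer past the threshold. A pseudocount of 5 gave 212 somatodendritic transcripts with an adjusted p under 0.05. Medians over members gave -0.27 for oxidative phosphorylation genes and -0.38 (now past the threshold) for translation factor genes in axons, and -0.0925 for somatodendritic tubulin and neurofilament genes, no longer past it.

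The axonal change of the annotated rRNA share, 10.6 percentage points, reversed to -0.510 with cytosolic rRNA genes only, to -16.0 with the 5 rRNA-like genes added, and to -27.3 when mitochondrially encoded genes were also left out. In the somatodendritic compartment the same 3 choices gave -0.411, -4.99 and -5.64, each past the threshold, against -0.595. Here the choice of genes is the cause, since mitochondrial rRNA makes up nearly all of the annotated share. The planned share not weighted by length was not run, as it equals the value reported.

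With the correction over exonic length, axonal oxidative phosphorylation genes weakened to -0.0738, somatodendritic translation factor genes to -0.0759 and somatodendritic tubulin and neurofilament genes to -0.36, axonal translation factor genes passed the threshold at -0.16, and 85 somatodendritic transcripts had an adjusted p under 0.05. Among libraries with a relative depth of at least 0.5, axonal oxidative phosphorylation genes were at -0.19 and somatodendritic translation factor genes at -0.13, no longer past the threshold.

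Over the 10 fits that each left out 1 culture, the axonal levels ran from 24.8 to 49.1% for Nefl, 36.5 to 62.5% for Tardbp, 63.6 to 78.0% for Tuba1b and 43.3 to 64.2% for Tubb2a. The number of transcripts with an adjusted p under 0.05 ran from 63 to 182 in the somatodendritic compartment, from 32 to 62 in axons and from 2 to 5 for the difference between compartments. From 208 to 353 transcripts were shared, the correlation ran from 0.844 to 0.881, and 98.7 to 100.0% of the paper's axonal transcripts had its direction. In axons, ribosomal protein genes ran from -0.49 to -0.29, oxidative phosphorylation genes from -0.44 to -0.28 and translation factor genes from -0.42 to -0.25. Without the library labelled axonal knockdown replicate 1 57 axonal transcripts had an adjusted p under 0.05.

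Control and knockdown cultures of the same number are different cultures, and the deviations of same-numbered libraries from their group means had a correlation of 0.0121 in the somatodendritic and 0.0310 in the axonal compartment. With the replicate number as a block, 18 somatodendritic and 35 axonal transcripts had an adjusted p under 0.05, against 134 and 56 without the block, and 2119 and 1354 an unadjusted p under 0.05. The correlation over the shared transcripts was 0.851. Axonal and somatodendritic libraries of the same culture, whose pairing the tests of a difference between compartments use, had a mean correlation of their deviations of -0.00475 (from -0.0399 to 0.0438 over 10 cultures), against 0.0017 for other pairs, so that the values do not show that pairing either.

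Among single genes named in the text, the alternatives set beforehand that keep all cultures gave 442 comparisons on the same side of the threshold, 34 stronger and 38 weaker. Those that leave out 1 culture gave 464, 6 and 50, and those added later 89, 3 and 12. The depth of these libraries can limit the adjusted counts. On simulated data with these depths and a fixed spread, 5.56% of axonal and 19.0% of somatodendritic genes changed 4-fold passed the adjusted threshold. A gene absent from these counts can therefore still have changed.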

Differences from the paper's values

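For the somatodendritic compartment the paper gives 658 dysregulated transcripts, 371 up and 287 down, and here 1901 had an unadjusted p under 0.05, 632 up and 1269 down. For axons the paper gives 254, 118 up and 136 down, and here there were 1201, 299 up and 902 down. With the filter on the lowest value of the paper's own lists, an alternative set before the data were examined, the numbers were 786, 360 and 426, and 335, 135 and 200, within the margin used for a difference. For the somatodendritic rises, the 4 fits without control replicate 1, 2, 3 or 4 also came within it, with 525, 519, 533 and 540. The other alternatives did not close these gaps.

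The paper gives 96 transcripts shared by the compartments, 47 of them lowered in both, and here there were 323 and 257. The same filter gave 132 shared transcripts, within the margin, and 93 lowered ones. None of the alternatives set before the data were examined closed the gap for the lowered ones.

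The paper's share of reads on rRNA is about 55% in somatodendritic control, about 50% in somatodendritic knockdown and about 70% in axonal control libraries in Fig. 6a, read by eye. The annotated rRNA genes held 9.82%, 9.22% and 12.9% of the FPKM, which is another measure than a share of reads. With the 5 rRNA-like genes added, set before the data were examined, the values were 44.3%, 39.3% and 58.9%, within the margin. Of 2 further measures with these genes, both chosen after seeing the data, the share over genes that are not mitochondrially encoded was also within it (40.1%, 34.4% and 55.3%), and the share weighted by exonic length, which is nearer to a share of reads, was not (28.4%, 22.0% and 42.9%). The axonal knockdown group is not set against the figure here. Its shares were 23.5% for annotated rRNA and 42.9% with the 5 genes. They were 28.0% without mitochondrially encoded genes and 24.1% with the weighting.

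In the paper's supplementary tables the log2 fold change of Eif4a2 is -1.998 in axons, and here it was -0.53. None of the alternatives set before the data were examined closed the gap.

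The paper ranks the Tdp-43 transcript next to the top among somatodendritic falls and Txnip at the top among the rises. Here Tardbp was at place 57 and Txnip at place 27 of all tested genes. With the filter on the paper's lowest value, and an unadjusted p under 0.05, they were at places 34 and 2, after small noncoding RNA genes and after Adnp. It places Rps3 and Eif4a2 near the top of the axonal falls, where they were at places 332 and 4452, and with the filter Rps3 at 70. Acat1 and Uqcrq, which it places among the strongest somatodendritic falls, were at places 243 and 296, and Uqcrq at 57 with the filter. Apart from Eif4a2, the log2 changes of these genes were closer than their places. The paper's values are -3.04 for Tardbp, 1.91 for Txnip, -2.14 for Acat1, -1.87 for Uqcrq and, in axons, -2.29 for Rps3. Here they were -3.06, 1.60, -1.95, -1.84 and -2.04 in the same order.

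The paper counts Eif4a2 as lowered in axons. Here it had an unadjusted limma p of 0.159, and in 0 of 23 settings was it under 0.05 (lowest 0.0585). The paper counts Pde4d as raised. Here its unadjusted limma p was 0.0468, under 0.05 in 11 of 23 settings, and 0.0545 with the filter on the paper's lowest value. The paper reports less rRNA in knockdown axons and no change in the somatodendritic compartment. Here the annotated share was higher in knockdown axons by 10.6 percentage points (exact permutation test, p = 0.124) and changed by -0.595 in the somatodendritic compartment (exact permutation test, p = 0.329). With the 5 rRNA-like genes or with cytosolic rRNA only the axonal share was lower, and the somatodendritic share was lower too (exact permutation test, p = 0.0286 and p = 0.00476). The cytosolic rRNA share was mostly that of a 5.8S gene under 200 nt, a length at which genes were lower in general. Fig. 3a shows a lowered Tdp-43 level, and its caption names no compartment. The somatodendritic level here was also lowered, to 14.7% of control (exact permutation test, p = 0.00476). In axons the level here was 52.9% of control (exact permutation test, p = 0.138), and 35.1% after scaling (exact permutation test, p = 0.00952).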

Other observations

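Of the tests in this part, those of exonic length, of mitochondrially encoded tRNA, of the mitochondrial share, of short genes in the library labelled axonal knockdown replicate 1, and of receptor genes across libraries were chosen only after the result was seen. The others were chosen before.

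Genes with under 200 nt of exons were lower in knockdown libraries. Over 294 such genes the mean log2 change was -1.43 in the somatodendritic compartment, and over 265 genes -1.50 in axons, with all 6 knockdown libraries below every control library in each. They make up 21 of the 134 somatodendritic and 29 of the 56 axonal transcripts with an adjusted p under 0.05. Depth was tested by keeping libraries with a relative depth of at least 0.5, where the changes were -1.32 and -1.34 (exact permutation test, p = 0.0286 in each compartment). Reads shared between copies were tested by leaving out genes of equal FPKM. The changes of the rest were smaller, at -0.99 in each compartment (exact permutation test, p = 0.00476 in each, the smallest possible). A loss of RNA made in the nucleus is contradicted by mitochondrially encoded tRNA genes, whose median log2 change in axons was -4.52. The change rose with exonic length across protein-coding genes too (Spearman's rho 0.185 in each compartment). In the somatodendritic compartment the median log2 change of the 105 shortest protein-coding genes was -0.61, against -0.11 for all, so that a bias by length remains there. In axons it was -0.23 for 97 such genes, against -0.16 for all, and the 606 genes of the next longer group were at -0.19, close to the -0.17 of all tested genes, against -1.16 for genes under 200 nt. The trend over longer genes therefore does not account for most of the axonal fall. It cannot exclude a bias confined to genes under 200 nt, as longer genes would not show one. Among the short genes the change rose with GC content (rho 0.277 in the somatodendritic compartment and 0.203 in axons). No change adjusted for GC content was computed, so that the part of the fall that goes with it is not known. A bias confined to such short genes, a bias by GC content and an effect of the knockdown on small RNAs all remain open.

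The same trend was removed from the gene families by a curve over exonic length. The correction also centres each library, so its values are to be set against those relative to the median of all tested genes. In the somatodendritic compartment, ribosomal protein genes were at -0.65 relative to the median and -0.50 after the correction, and oxidative phosphorylation genes at -0.56 and -0.40 (exact permutation test, p = 0.00476 for each, the smallest possible), tubulin and neurofilament genes at -0.45 and -0.36 (exact permutation p = 0.081) and translation factor genes at -0.0849 and -0.0759 (exact permutation p = 0.129). In axons, tubulin and neurofilament genes were at -0.56 and -0.53 (exact permutation p = 0.019), translation factor genes at -0.0977 and -0.16 (exact permutation p = 0.0286), oxidative phosphorylation genes at -0.12 and -0.0738 (exact permutation p = 0.59) and ribosomal protein genes at -0.10 and -0.0513 (exact permutation p = 0.838). Length bias could thus account for part of the first 3 somatodendritic changes. In axons and for somatodendritic translation factor genes most of the shrinkage comes with the shift of all genes, not with length. The direction of the axonal families other than tubulin and neurofilament genes also depends on the scaling.

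In the library labelled axonal knockdown replicate 1, Tardbp was at 33.2 FPKM. A mislabelled control library was tested over the 1304 genes that separate the other 9 axonal libraries, of which 49.1% lay on the knockdown side. Each other library, tested over its own set of 918 to 1364 genes, gave 56.5 to 66.8% in the other knockdown libraries, 32.6 to 36.7% in control libraries 1 to 3 and 52.3% in control library 4. By the rule set for the test this is on the control side, but only just. The mean log2(FPKM + 1) of genes under 200 nt was 1.39 in this library, below the lowest control (2.15) and above the highest other knockdown library (1.23), which goes against an exchanged label. This library lies below every control library for cytosolic rRNA too. That share was nearly all from n-R5-8s1, itself under 200 nt, so that it is no separate sign. A culture with less knockdown in its axons, or a mixed library, could give these values. They were not tested.

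The paper's fall of Eif4a2 is larger than that computed here. Reads of short genes inside it, such as Gm26447 and Gm24201, were tested as the reason with other genes of the paper's lists. In the somatodendritic compartment the 4 genes that hold a short gene had a median gap between the paper's value and the value here of -0.42, against 0.04 in 269 others (permutation test, p = 0.00060). In axons the 5 such genes had -0.07 against 0.02 in 122 others (permutation test, p = 0.418). So the explanation could apply to somatodendritic but was not borne out for axonal values, which is where the gap of Eif4a2 lies.

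FPKM as deposited had a median log2 change of 0.23 over axonal genes, and -0.17 after scaling. With rRNA-like and mitochondrial genes left out and each library set to the same sum, the median was -0.11, nearer to the scaled value. The share taken by these genes may therefore account for most of the upward shift in the deposited values. The share of mitochondrially encoded RNA in axons did not differ measurably with the knockdown (16.8% in control against 31.8% in knockdown libraries, exact permutation test, p = 0.133), and 4 of the 5 libraries with more of it were the shallowest, while the other had a relative depth of 0.704.

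Gm10800 and Gm10801 were among the larger axonal rises of the paper's lists. Genomic DNA or stray alignments were tested by counting receptor genes of smell and taste above 0 FPKM, of which axonal control libraries had a mean of 2.5 and knockdown libraries of 15 among 1611 (exact permutation test, p = 0.0524). Across the 10 axonal libraries Gm10800 rose with that count (Spearman's rho 0.890, permutation p = 0.00090), and within the 6 knockdown libraries rho was 0.829 (permutation p = 0.0583). The rise of Gm10800 therefore cannot be told apart from such reads, which may have entered some libraries more than others.

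The counts of transcripts were set against other splits of the 10 cultures into 4 and 6. Of the 210 splits, 16 part as many same-numbered pairs as the real one, and for each of 6 results the real split gave the most, that is, 1 of 16 gave as many, a share that cannot fall under 0.05. At an unadjusted p under 0.05 the most in the other such splits was 1065 against 1901 in the somatodendritic compartment, 875 against 1201 in axons and 90 against 323 in both. At an adjusted p under 0.05 it was 1 against 134, 1 against 56, and 1 against 3 for the difference between compartments. The other 84 splits drawn part fewer same-numbered pairs. Of these, 2 gave as many axonal transcripts at an unadjusted p (at most 1417), and 0 gave as many in the other 5 results.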
